# Effect of Monoacylglycerol Lipase Inhibition on Intestinal Permeability of Rats With Severe Acute Pancreatitis

**DOI:** 10.3389/fphar.2022.869482

**Published:** 2022-04-12

**Authors:** Jing Wang, Hongwei Xu, Tianjie Chen, Changqin Xu, Xiaohua Zhang, Shulei Zhao

**Keywords:** monoacylglycerol lipase, severe acute pancreatitis, intestinal permeability, differentially expressed genes, alternative splicing events, RNA-binding protein

## Abstract

**Background:** Endocannabinoid 2-arachidonoylglycerol (2-AG) is an anti-nociceptive lipid that is inactivated through cellular uptake and subsequent catabolism by monoacylglycerol lipase (MAGL). In this study, we investigated the effects of MAGL inhibition on intestinal permeability and explored the possible mechanism.

**Methods:** A rat model of severe acute pancreatitis (SAP) was established. Rats were divided into three groups according to treatment. We analyzed intestinal permeability to fluorescein isothiocyanate-dextran and the levels of inflammatory factors interleukin-6 (IL-6) and tumor necrosis factor-α (TNF-α) and 2-AG. Hematoxylin and eosin staining was used to assess histological tissue changes. *In vivo* intestinal permeability was evaluated by transmission electron microscopy. We obtained ileum tissues, extracted total RNA, and applied RNA-sequencing. Sequencing data were analyzed by bioinformatics.

**Results:** Inflammatory factor levels were higher, while 2-AG levels were lower in the SAP group compared with the control group. Administration of JZL184 to rats with SAP increased the levels of 2-AG and lowered the levels of IL-6 and TNF-α. Notably, intestinal permeability was improved by JZL184 as demonstrated by fluorescein isothiocyanate-dextran measurement, hematoxylin and eosin staining, and transmission electron microscopy. RNA-sequencing showed significant transcriptional differences in SAP and JZL184 groups compared with the control group. KEGG analysis showed that the up- or downregulated genes in multiple comparison groups were enriched in two pathways, focal adhesion and PI3K-Akt signaling pathways. Differential alternative splicing (AS) genes, such as Myo9b, Lsp1, and Git2, have major functions in intestinal diseases. A total of 132 RNA-binding proteins (RBPs) were screened by crossing the identified abnormally expressed genes with the reported RBP genes. Among them, HNRNPDL coexpressed the most AS events as the main RBP.

**Conclusion:** MAGL inhibition improved intestinal mucosal barrier injury in SAP rats and induced a large number of differentially expressed genes and alternative splicing events. HNRNPDL might play an important role in improving intestinal mucosal barrier injury by affecting alternative splicing events.

## Introduction

Acute pancreatitis is an unpredictable and potentially fatal disease. Patients with acute pancreatitis often develop severe systemic inflammatory diseases, resulting in systemic impairment of multiple organ functions, which greatly increases mortality and treatment difficulty (Boxhoorn et al., 2020). The intestinal tract is an important organ that is damaged by severe acute pancreatitis (SAP). Injury of the intestinal mucosal barrier can also aggravate SAP. The injury of the intestinal mucosal barrier during SAP may be related to microcirculation disturbance, excessive release of inflammatory mediators, ischemia–reperfusion injury, and intestinal epithelial cell apoptosis. Therefore, exploring the molecular mechanism of apoptosis, inflammatory response, and oxidative stress in the process of intestinal mucosal barrier injury in SAP may facilitate finding therapeutic drugs (Ge et al., 2020; Li et al., 2020).

Monoacylglycerol lipase (MAGL) is a serine hydrolase that hydrolyzes 2-arachidonoylglycerol (2-AG), a component of the endogenous cannabinoid system. MAGL plays a major role in gastrointestinal diseases. Cannabinoids and the cannabinoid receptor, have major functions in pancreatitis. Activating or inhibiting the cannabinoid receptor affects the development of pancreatitis (Dembiński et al., 2006; Michalski et al., 2007; Zyromski et al., 2009; Michler et al., 2013).

MAGL inhibitors regulate the inflammatory response and intestinal barrier, and are effective therapeutic drugs (Alhouayek and Muccioli, 2012; Maselli and Camilleri, 2021). Numerous MAGL inhibitors are available, including MJN110, KML29, URB602, SAR127303, OMDM169, and ABX1431 (Granchi et al., 2017). JZL184, a piperidine carbamate that preferentially and irreversibly inhibits MAGL, was the first pharmacological drug to acutely increase levels of 2-AG in the brain without altering levels of AEA. Thus, JZL184 was the first selective MAGL inhibitor (Long et al., 2009). There is a growing body of research demonstrating that inhibition of MAGL reduces nociceptive behavior in animal models of neuropathic pain (Wilkerson et al., 2016; Kamimura et al., 2018).

At present, there are no report on MAGL in SAP. The function and mechanism of MAGL inhibitors in intestinal mucosal barrier injury caused by SAP are unclear, requiring further exploration.

## Materials and Methods

### Animals

We obtained male SD rats (200–230 g) from the Experimental Animal Center of Shandong University (Jinan, Shandong, China). The SD rats were raised in an animal facility at 22°C, and with an automatic 12-h light/dark cycle. All the animal experiments were authorized by the Shandong Provincial Hospital Committee on Use and Care of Animals. The researchers in this study were blinded to details of animal treatments.

### SAP Rat Model Establishment and Protocol of Experiments

We used a well-established protocol to generate the rat model of SAP. SD rats, 6–8 weeks of age, were anesthetized, and a median incision was made to locate the duodenal opening. A No. 5 puncture needle was used to retrogradely puncture the pancreaticobiliary duct near the duodenal opening. The puncture needle at the duodenal opening and the hilar opening of the common bile duct was fixed in place with two non-invasive artery clamps. A micropump was used to inject 3% sodium taurocholate solution into the pancreatic duct at a uniform rate of 0.1 ml/min (at a dose of 0.1 ml/100 g). The needle was maintained in place for 5 min after injection, and after visually observing that the color of the pancreas turned dark red, the puncture needle was pulled out, the vascular clamp was loosened, and the duodenal wall puncture was sutured to avoid intestinal fluid leakage into the abdominal cavity. After confirming that no active bleeding was observed, the abdominal cavity was closed layer by layer.

### Animal Grouping and Sample Collection

The housed SD rats were equally and randomly divided into three groups 24 h after the surgery: Control group, SAP group and SAP treated with JZL184 group. The JZL184 group was received intraperitoneal injection of the MAGL inhibitor JZL184 (Cayman Europe, Talin, Estonia), which was prepared in a mixture of saline/ethanol/Tween-80 and administered at a dosage of 10 mg/kg. At the same time, in the Control and SAP groups, the SD rats were intraperitoneally injected with the same volume of vehicle. After 24 h of intervention, the rats were killed for further experiments. We collected blood samples from the inferior vena cava and centrifuged them at 3,000 g at 4°C for 5 min. The supernatant of blood samples was then stored at −20°C for subsequent serum analysis. The ileal tissue adjacent to the cecum was removed and then fixed with 4% paraformaldehyde for sectioning; the other tissues were stored at −80°C for later experiments.

### 2-AG Quantification

Quantification of 2-AG was performed with high-performance liquid chromatography-mass spectrometry (HPLC-MS), following our previous study protocol (Wang et al., 2020).

### *In Vivo* Measurement of FITC-Dextran Permeability

Experimental rats were treated with 4 kDa fluorescein isothiocyanate-dextran (FD4, 400 mg/kg) in phosphate-buffered saline (PBS, pH 7.4) by gavage. Blood was then collected by heart puncture after 4 h. The blood samples were then centrifuged at 1,000 g for 5 min, and stored at −80°C until analysis. To measure FD4 levels, 25 μl serum was diluted with 175 μl PBS in a black-wall microplate, and fluorescence values were compared with the serial dilutions of known FD4 concentrations. All measurements were carried out in triplicate to eliminate experimental errors.

### IL-6 and TNF-α Measurements

Arterial blood was collected 24 h after treatment. IL-6 and TNF-α levels in serum were measured by ELISA method. IL-6 and TNF-α kits were purchased from Bioswamp (Wuhan, China). All procedures were performed based on the manufacturer’s instructions. The OD values were obtained on a microplate reader (450 nm), and the corresponding concentrations of TNF-α and IL-6 were calculated and recorded. Measurements were carried out in triplicate.

### Histopathological Evaluation

We fixed ileal tissues with formalin (4%) and embedded them in paraffin for histological analysis. Tissue sections (5 μm) were then stained with hematoxylin and eosin (HE). We used a light microscope to observe the morphological changes. The injury degree to the ileum was scored based on previously published criteria (Chiu et al., 1970).

### Transmission Electron Microscopy

*In vivo* intestinal permeability was assessed by TEM. We washed fresh ileal tissue with precooled PBS and then fixed them in 1% osmium tetroxide and 2.5% phosphate-buffered glutaraldehyde. We then used an ultra-microtome to section the ileal tissue samples and stained them with uranyl acetate and lead citrate. Ultrastructural images of intestinal epithelial cells (IECs) were then captured by TEM (Hitachi HT7700, Japan).

### RNA Extraction and Sequencing

Total RNAs were extracted from ileal tissue of rats with TRIzol Reagent (Invitrogen, NO 15596026) adopting the methods by Chomczynski and Sacchi, 1987. Then DNA digestion was conducted by DNaseI. After analyzing A260/A280 with NanodropTM OneCspectrophotometer (Thermo Fisher Scientific Inc), RNA quality was determined. RNA Integrity was assessed using 1.5% agarose gel electrophoresis. Qubit3.0 with QubitTM RNA Broad Range Assay kit (Life Technologies, Q10210) were used to quantify the qualified RNAs. About 2 μg RNAs per sample were used for stranded transcriptome library preparation using KCTM Stranded mRNA Library Prep Kit for Illumina (Catalog NO. DR08402, Wuhan Seqhealth Co., Ltd. China) under the instruction. PCR products with 200–500 bps were enriched, quantified and finally sequenced on Novaseq 6,000 sequencer (Illumina) with PE150 model.

### RNA-Seq Raw Data Cleaned and Aligned

We first discarded raw reads with unknown N bases. Sequencing adaptors and low-quality bases were then trimmed following the first step by FASTX-Toolkit (Version 0.0.13). Too short reads (less than 16 nt) were also removed. Quality filtered reads were then aligned onto the mRatBN7.2 genome using HISAT2 (Kim et al., 2013) with no more than four mismatches. Uniquely aligned reads were used to count the number of gene reads and to calculate FPKM (fragments per kilobase of transcript per million fragments mapped) (Trapnell et al., 2010).

### Differentially Expressed Genes Analysis

The R Bioconductor package DESeq2 (Love et al., 2014) was used to identify the differentially expressed genes (DEGs). The *p* value after correction <0.05 and fold change > 2 or < 0.5 were set as the threshold for the identification of DEGs.

### Alternative Splicing Analysis

As described previously, the alternative splicing events (ASEs) and regulated alternative splicing events (RASEs) were defined and quantified using the ABLas pipeline (Jin et al., 2017; Xia et al., 2017). Briefly, ABLas detection of ten types of ASEs was based on the splicing junction reads, including exon skipping (ES), alternative 5' splice site (A5SS), alternative 3'splice site (A3SS), mutually exclusive exons (MXE), mutually exclusive 5'UTRs (5pMXE), mutually exclusive 3'UTRs (3pMXE), cassette exon, A3SS&ES and A5SS&ES. To predict RASEs, Student’s *t*-test was used to assess the significant *p*-values of the ratio difference for AS events. AS events with 0.05 false discovery rate based on *p*-value were regarded as RASEs.

### Functional Enrichment Analysis

To analyze functional categories of DEGs, Gene Ontology (GO) and kyoto encyclopedia of genes and genomes (KEGG) pathway enrichment analysis was performed by KOBAS 2.0 server (Xie et al., 2011). Hyper geometric test and false discovery rate controlling procedure were carried out to define the significance of each pathway.

### Real-Time Quantitative Reverse Transcription Validation of DEG and AS

To validate the DEGs and RASEs from RNA-seq result, RT-qPCR was conducted using GAPDH as a reference. RT-qPCR conditions were prepared as follows: denaturation was under 95°C for 5 min, 40 cycles of denaturing process was carried out at 95°C for 15 s, then with annealing and extension at 60°C for 30 s. Three technical replicates for each sample were prepared for experiment. The primers used for experiment were listed in Supplementary Table S1.

### Other Statistical Analyses

To show the sample clustering with the first two components, principal component analysis (PCA) was conducted using the R package factoextra (https://cloud.r-project.org/package=factoextra). In house tool Sogen was utilized to view the RNA-seq data with gene structure and junction reads. Clustering analysis and presentation were carried out by R heatmap package (https://cran.r-project.org/web/packages/pheatmap/index.html). We used Student’s *t*-test to compare the statistical significance between two groups.

### Availability of the Raw RNA-Seq Data

The raw RNA-seq data analyzed in this research are available under GEO Series accession number GSE 197930.

## Results

1. JZL184 protect SAP rats from intestinal permeability injury

We established a rat model of SAP and examined the effect of JZL184. HPLC-MS analysis showed that the levels of 2-AG in the tissues of the ileum were significantly lower in the SAP group compared with the control group, and that JZL184 partially restored 2-AG levels in the SAP group (Figure 1A). The serum levels of TNF-α and IL-6 were measured by ELISAs. The concentrations of TNF-α and IL-6 were higher in the SAP group than in the control group (*p* < 0.05). Administration of JZL184 decreased TNF-α and IL-6 levels (Figures 1B,C).

**FIGURE 1:**
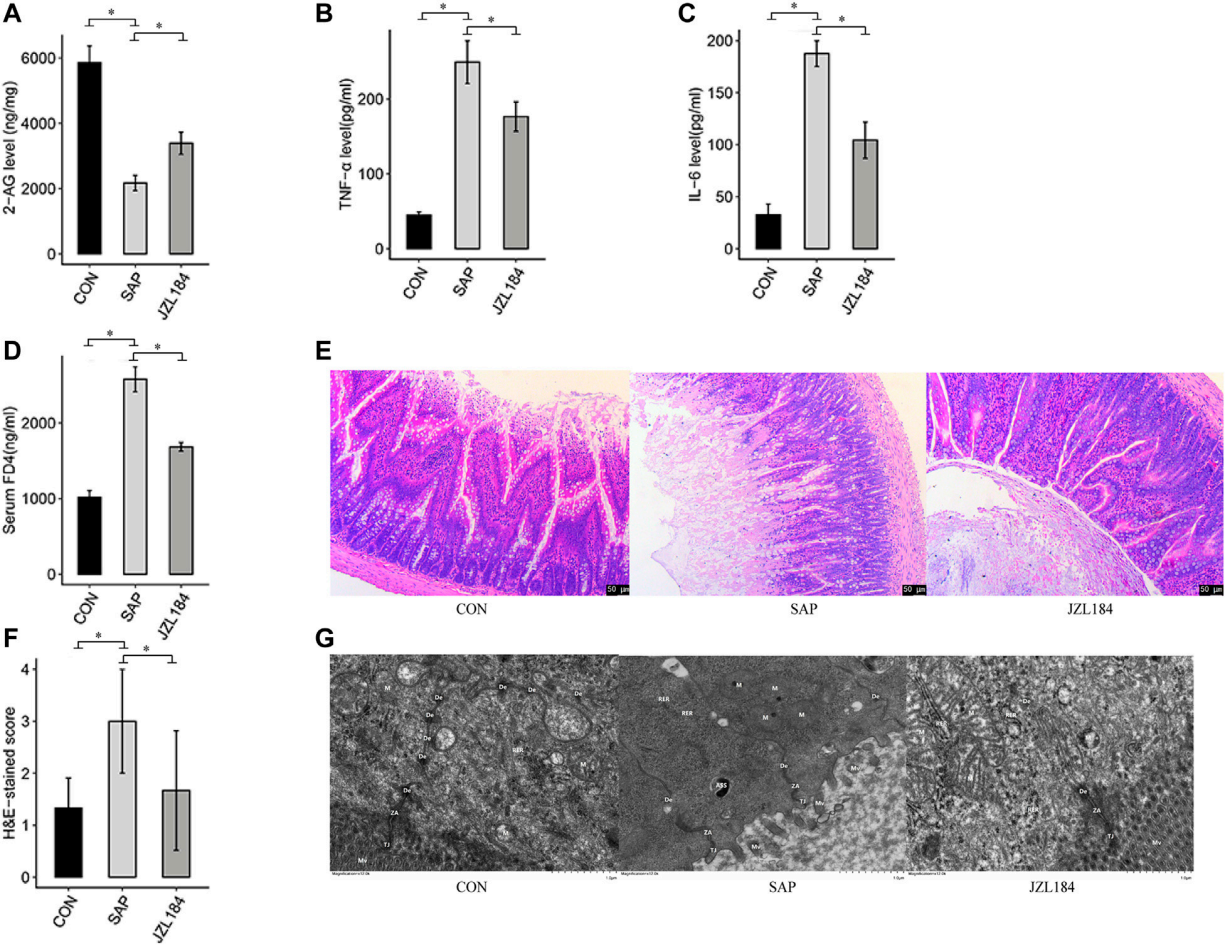
MAGL inhibitor affect intestinal permeability of rats with SAP. **(A)** 2-AG levels detected in each group. The levels of 2-AG were significantly lower in the SAP group than in the control group (*p* < 0.05) and JZL184 partially restored 2-AG levels in the SAP group; **(B)** IL-6 levels detected in each group. The concentrations of IL-6 was higher in the SAP group than in the control group (*p* < 0.05). JZL184 decreased IL-6 levels; **(C)** TNF-α levels detected in each group. The concentrations of TNF-α was higher in the SAP group than in the control group (*p* < 0.05). JZL184 decreased TNF-α levels; **(D)** FD4 concentrations detected in each group. The FD4 concentration was higher in the SAP group than in the control group (*p* < 0.05). JZL184 decreased serum FD4 levels (*p* < 0.05); **(E)** Representative HE-stained images of ileal sections in each group (original magnification, ×100). No obvious intestinal mucosal injury was found in the control group. However, there were signs of intestinal injury in the SAP group; **(F)** Pathological scores for the ileum in each group. The intestinal tissues of SAP rats treated with JZL184 displayed a lesser degree of morphological changes and lower pathological scores than those of the SAP group (*p* < 0.05); **(G)** The ultrastructure of IECs observed by TEM in each group. No obvious intestinal barrier damage was found in the control group, whereas the intestinal barrier was severely damaged in the SAP group. These histopathological changes were ameliorated by JZL184. *n* = 3 in each group. *p < 0.05, **p < 0.01.

We next investigated the role of JZL184 in intestinal permeability. The FD4 concentration was higher in the SAP group than in the control group (*p* < 0.05). Notably, the concentration of serum FD4 was significantly lower in the JZL184 group than in the SAP group (*p* < 0.05) (Figure 1D). Histological changes in intestinal mucosal tissues were evaluated by hematoxylin and eosin (HE) staining. No obvious intestinal mucosal injury was found in the control group. As shown in Figure 1E, there were signs of intestinal injury in the SAP group, which included edema, villus breakage, exposure of lamina propria capillaries, and an increase in inflammatory cells. The intestinal tissues of SAP rats treated with JZL184 displayed a lesser degree of morphological changes than those of the SAP group (*p* < 0.05) (Figure 1F). TEM revealed no obvious intestinal barrier damage in the control group, whereas the intestinal barrier was severely damaged in the SAP group with sparse and fractured microvilli, fewer intercellular connections, sparse desmosome tension filaments, and local widening of the intercellular space. These histopathological changes were ameliorated by JZL184 (Figure 1G).

2. JZL184 broadly affects the gene expression profile of intestinal tissue in rats with SAP

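Total RNA of the ileum of 3 control, 4 SAP and 4 JZL184 rats was sequenced as stranded mRNA libraries. The rats were killed 24 h after an injection of vehicle or of JZL184 at 10 mg/kg, a compound that inhibits the enzyme MAGL. The sample labels speak of a control plasmid in the control rats and of oil in the SAP rats, where the paper's methods describe vehicle in both groups, and the groups used here are those of the paper. The authors trimmed the reads, aligned them to the mRatBN7.2 rat genome with HISAT2 and counted the uniquely aligned reads on each gene, without normalization. From these they calculated FPKM, which the deposited table gives to 2 decimals. The counting tool and the gene annotation are not given in the sources used here. The read counts cover 24481 genes and the FPKM values 24205, and the 276 genes with read counts alone had a median of 2 reads over all libraries. Between 27230159 and 29660053 reads per control library were counted on genes (median 28938813), between 28101367 and 33847135 per SAP library (median 30484184.5) and between 26341299 and 30887028 per JZL184 library (median 27385837.5). Control libraries 1 and 2 differed by little more than the counting noise. Over genes with 20 or more reads, the chi-square per gene was 2.81 between them and between 81.25 and 607.07 in every other pair of libraries of a group. They were therefore counted as 1 sample once this was seen, with their reads summed and their FPKM averaged, which left n = 2 in the control group. Groups were compared in pairs on the read counts with edgeR's quasi-likelihood test after TMM normalization. Genes with too few reads for a test were removed with edgeR's default filter, and DEGs were called at a Benjamini-Hochberg adjusted p below 0.05 with a fold change above 2 or below 0.5, the thresholds of the paper's methods. The paper's tool, DESeq2, was run beside it. Values per group are given with the SD over libraries.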

The mRNA expression profile of intestinal mucosa is presented in Figure 2. To explore sample clustering among the three groups, we performed PCA in accordance with the expression levels of all detected genes. The results showed that the confidence ellipsis of the three groups did not overlap and the samples were obviously separated (Figure 2A). 

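PCA was repeated on the deposited FPKM of the 24205 detected genes, each centered and scaled to unit variance. The first component held 29.5% of the variance and the second 21.7%. SAP libraries 1 and 2 lay at 140 and 164 on the first component, whereas SAP libraries 3 and 4 lay at -12.2 and -50.5, beside the control samples at -55.1 and -34.1. On the second component the JZL184 libraries reached from -134 to -10.3 and the control samples lay at 72.0 and 98.3. Differences between the 3 groups held 33.4% of the total sum of squares, where the mean over all 3150 assignments of libraries to groups was 22.2% (exact permutation test, p = 0.0286). SAP and control were less clearly apart, with 25.3% (n = 4 and 2, exact permutation p = 0.133, smallest possible 0.0667). JZL184 and SAP gave 23.6% (n = 4 and 4, exact permutation p = 0.0571). JZL184 and control gave 31.8% (n = 4 and 2, exact permutation p = 0.0667, the smallest that this design allows). The share over the 3 groups moved most, to 40.9%, when log2(FPKM + 1) was used without scaling (exact permutation p = 0.0203). Its p was above 0.05 when the sample of control libraries 1 and 2 was left out (31.5%, exact permutation p = 0.105), and without JZL184 library 2 (34.5%, p = 0.0548), 3 (35.7%, p = 0.0532) or 4 (34.4%, p = 0.0595).

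**Figure D1:**
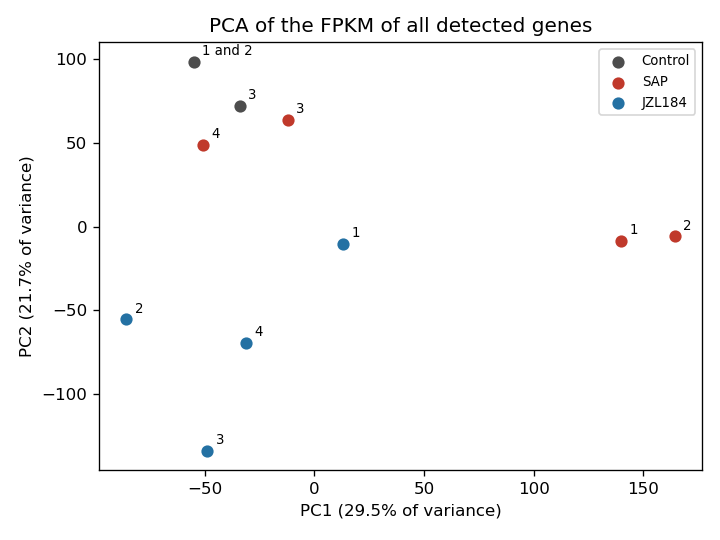
PCA of the FPKM of all detected genes, with the first component on the horizontal and the second on the vertical axis (scores without unit). Each point is a library, numbered as in its group, and control libraries 1 and 2 are 1 point. SAP 1 and SAP 2 lie at 140 and 164 on the first component, and all other libraries lie below 13.3.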

Differentially expressed gene (DEG) analysis showed that 1,434 genes were differentially expressed between SAP and control groups (FC ≥ 2 or ≤0.5, FDR<0.05), of which 1,083 genes were upregulated and 351 genes were downregulated in the SAP group. Moreover, 1,283 genes were differentially expressed between JZL184 and SAP groups, of which 656 genes were upregulated and 627 genes were downregulated in the JZL184 group (Figure 2B).

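Between 4 SAP libraries and 2 control samples, edgeR's quasi-likelihood test called 0 of 16029 genes, with a smallest adjusted p of 0.0967. At an unadjusted p below 0.05 there were 1457 genes, where chance alone gives 801. DESeq2, the tool of the paper, called 203 genes, 142 higher and 61 lower in SAP, and limma-voom with sample quality weights called 14. In groups simulated without any difference, DESeq2 called between 21 and 47 genes and edgeR 0. Each gene was drawn independently there, without the differences that SAP libraries 1 and 2 share, so these counts can understate chance. In simulated data with 200 genes changed 4-fold, edgeR found 20.5% of them, and DESeq2 78.5% with 60 unchanged genes called. The 0 genes called by edgeR therefore do not show that SAP had no effect. In 3714 genes, 23.2% of those tested, the normalized counts of the groups did not overlap, and chance gives 13.3% with 4 against 2. The count moved most when only SAP libraries 1 and 2 were used, which gave 5859 DEGs, against 74 with SAP libraries 3 and 4 alone. Control libraries 1 and 2 as separate samples, the plan until their counts were compared, gave 33 DEGs with edgeR. With DESeq2, run in this way after the data were seen, they gave 1469, of which 1116 were higher and 353 lower in SAP. The same fit gave between 180 and 256 in simulated groups without any difference, where control library 2 was library 1 with counting noise. Without SAP library 4, edgeR called 3 genes, which were Serpina3n, LOC100361556 and LOC108352735, named here after their values were seen. Scd, on chromosome 1, which encodes a fatty acid desaturase, had an FPKM of 0.23 ± 0.15 (SD, n = 4) in SAP and 6.08 ± 2.03 (SD, n = 2) in the control group. Its log2 fold change was -4.92 (standard error 0.57, adjusted p = 0.121 with edgeR and 7.0e-13 with DESeq2, between 1.4e-26 and 0.943 over the alternatives tried).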

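Between JZL184 and SAP (4 libraries each), edgeR's quasi-likelihood test called 0 of 15308 genes, with a smallest adjusted p of 0.0604 and 3267 genes at an unadjusted p below 0.05, against 765 by chance. DESeq2 on the same libraries called 1283 genes, 656 higher and 627 lower in JZL184. The number called by limma-voom with sample quality weights was 699, with 333 higher and 366 lower. In simulated data with 200 genes changed 4-fold, edgeR found 67.5% of them, and DESeq2 90% with 47 unchanged genes called. Without JZL184 library 1, edgeR itself called 655 genes, 345 higher and 310 lower, and without SAP library 2 it called Cxcl1 alone, a count of 1. The groups did not overlap in normalized counts for 1810 genes (11.8% of those tested, where chance gives 2.86%), 954 of them higher and 856 lower in JZL184. The chemokine gene Cxcl1, on chromosome 14, rose by 4.18 on the log2 scale (standard error 0.54, adjusted p = 0.0604 with edgeR). With only SAP libraries 1 and 2 in the SAP group, edgeR called 2912 genes.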

**FIGURE 2:**
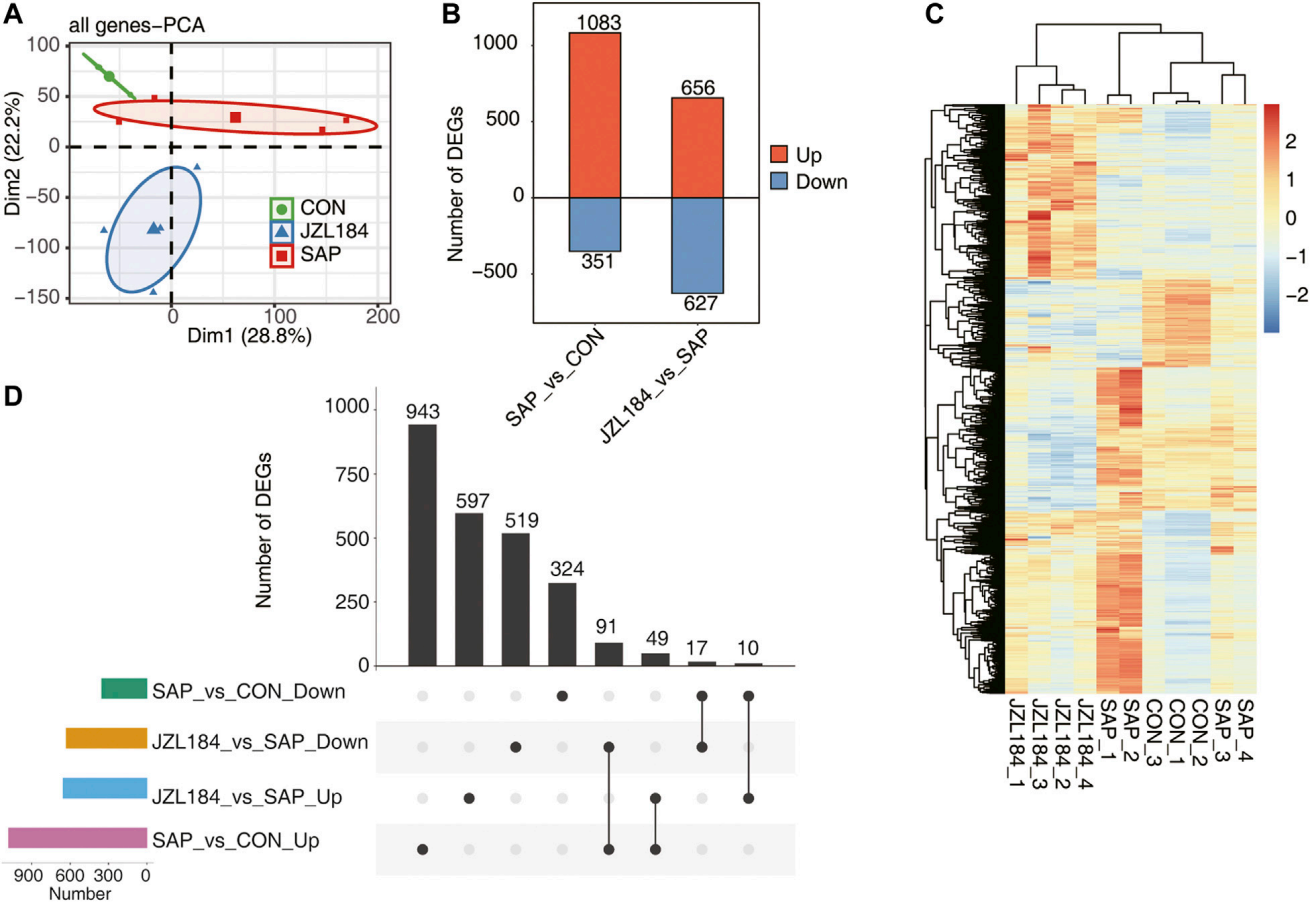
MAGL inhibitor broadly affect the gene expression profile of intestinal tissue of rats with SAP. **(A)** PCA base on FPKM value of all detected genes. The ellipse for each group is the confidence ellipse. The confidence ellipsis of the three groups did not overlap and the samples were obviously separated; **(B)** Bar plot showing the result of up-regulated and downregulated genes in the group comparisons. DEG analysis showed that 1,434 genes were differentially expressed between SAP and control groups; **(C)** Hierarchical clustering heat map showing expression levels of all DEGs. The expression of DEGs in SAP group showed slight differences due to individual responses to experimental treatments; **(D)** Overlap analysis plots of DEGs genes in each group. A total of 91 DEGs were downregulated in the JZL184 group compared with the SAP group, but were upregulated in the SAP group compared with the control group. *n* = 3 in control group. *n* = 4 in SAP group and JZL184 group.

An expression heat map of differentially expressed genes (DEGs) showed that three samples of control and JZL184 groups were gathered together, while four samples of the SAP group were divided into two groups. 

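Hierarchical clustering of the libraries was repeated on the FPKM of the 343 genes that edgeR called in any of the 3 comparisons, all of them between JZL184 and control, with each gene scaled, Euclidean distance and complete linkage. Each of the 3 groups then formed a branch of its own, the 4 SAP libraries included. With log2(FPKM + 1) the 3 groups also stayed apart. With correlation as the distance and average linkage, SAP libraries 3 and 4 joined the control samples, while SAP libraries 1 and 2 formed another branch. Over all 24205 detected genes, 0 groups formed a branch of their own and SAP libraries 1 and 2 separated first from all others. On the 2584 genes that DESeq2 called in the 2 comparisons of the paper with control libraries 1 and 2 taken separately, the control and the JZL184 libraries each formed a branch, and the SAP libraries were divided between SAP 1 and 2 and SAP 3 and 4. The genes called were chosen for differences between the groups, so their clustering is a description of these libraries and not a test.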

The expression of DEGs in samples of the SAP group showed slight differences due to individual responses to experimental treatments (Figure 2C). 

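Over 16057 genes with enough reads, the mean squared log2 difference was 1.40 between SAP libraries 1 or 2 and SAP libraries 3 or 4, and 0.433 within these pairs. The larger difference was therefore 3.24 times the smaller. Reads on the Y-linked genes Eif2s3y, Kdm5d and Uty were nearly absent from SAP library 2, which had 20 of them, whereas the other libraries had between 1222 and 4665. The same library had 7826 reads on the gene listed as LOC100911498, the rat Xist transcript, against at most 56 in any other library.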

In differential gene overlap analysis of each group, 943 DEGs were specifically upregulated in the SAP group compared with the control group, 597 DEGs were specifically upregulated in the JZL184 group compared with the SAP group, 519 DEGs were specifically downregulated in the JZL184 group compared with the SAP group, and 324 DEGs were specifically downregulated in the SAP group compared with the control group. 

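Of the DEGs called by DESeq2 with control libraries 1 and 2 as 1 sample, 104 were higher and 53 lower in SAP than in control without being called between JZL184 and SAP. The DEGs found between JZL184 and SAP alone were 628 higher and 609 lower in JZL184. With control libraries 1 and 2 taken separately, as first planned but run with DESeq2 only after the data were seen, these 4 counts were 975, 326, 597 and 518. By edgeR's quasi-likelihood test all 4 counts were 0.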

A total of 91 DEGs were downregulated in the JZL184 group compared with the SAP group, but were upregulated in the SAP group compared with the control group (Figure 2D).

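By edgeR, 0 genes were called higher in SAP than in control and lower in JZL184 than in SAP, since neither comparison had a DEG. DESeq2 gave 14 such genes, or 92 when control libraries 1 and 2 were separate samples, and limma-voom with sample quality weights gave 0. Because the same SAP libraries enter both comparisons, chance values in them alone give fold changes of opposite sign. In 8 sets of simulated groups without any difference, DESeq2 gave between 0 and 1 such genes, or between 0 and 2 in 8 sets with separate control libraries. Each gene was drawn independently in these sets, so they can understate chance. Across the 15227 genes tested in both comparisons, the log2 fold changes had a Pearson r of -0.25, compared with -0.42 to -0.39 in the simulated groups with 1 sample for control libraries 1 and 2. Their signs were opposite in 60.4% of genes, and in 63.0% to 64.0% in the simulated groups. Genes are not independent replicates, so no p is given for these values.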

3. Functional analysis of MAGL inhibitor-regulated DEGs in intestinal tissue of rats with SAP

On the basis of the heat map of DEGs, we further examined the genes upregulated in the SAP group, as well as the weakly expressed genes in the JZL184 and control groups. KEGG analysis of up- and downregulated genes in each group showed that, when comparing the SAP and control groups, upregulated genes in the SAP group were mainly related to focal adhesion; the IL-17 signaling pathway; interactions between viral proteins, cytokines, and cytokine receptors; the PI3K-Akt signaling pathway; regulation of the actin cytoskeleton; the complement and aggregation cascade; and proteoglycans in malaria, prostate cancer, and phagosomes. When comparing the JZL184 and SAP groups, KEGG showed that the downregulated genes in the SAP group were mainly enriched in human papillomavirus infection, ECM receptor interaction, protein digestion and absorption, focal adhesion, nod-like receptor signaling pathway, PI3K-Akt signaling pathway, hepatitis C, pancreatic secretion, platelet activation, and influenza A (Figure 3A).

**FIGURE 3:**
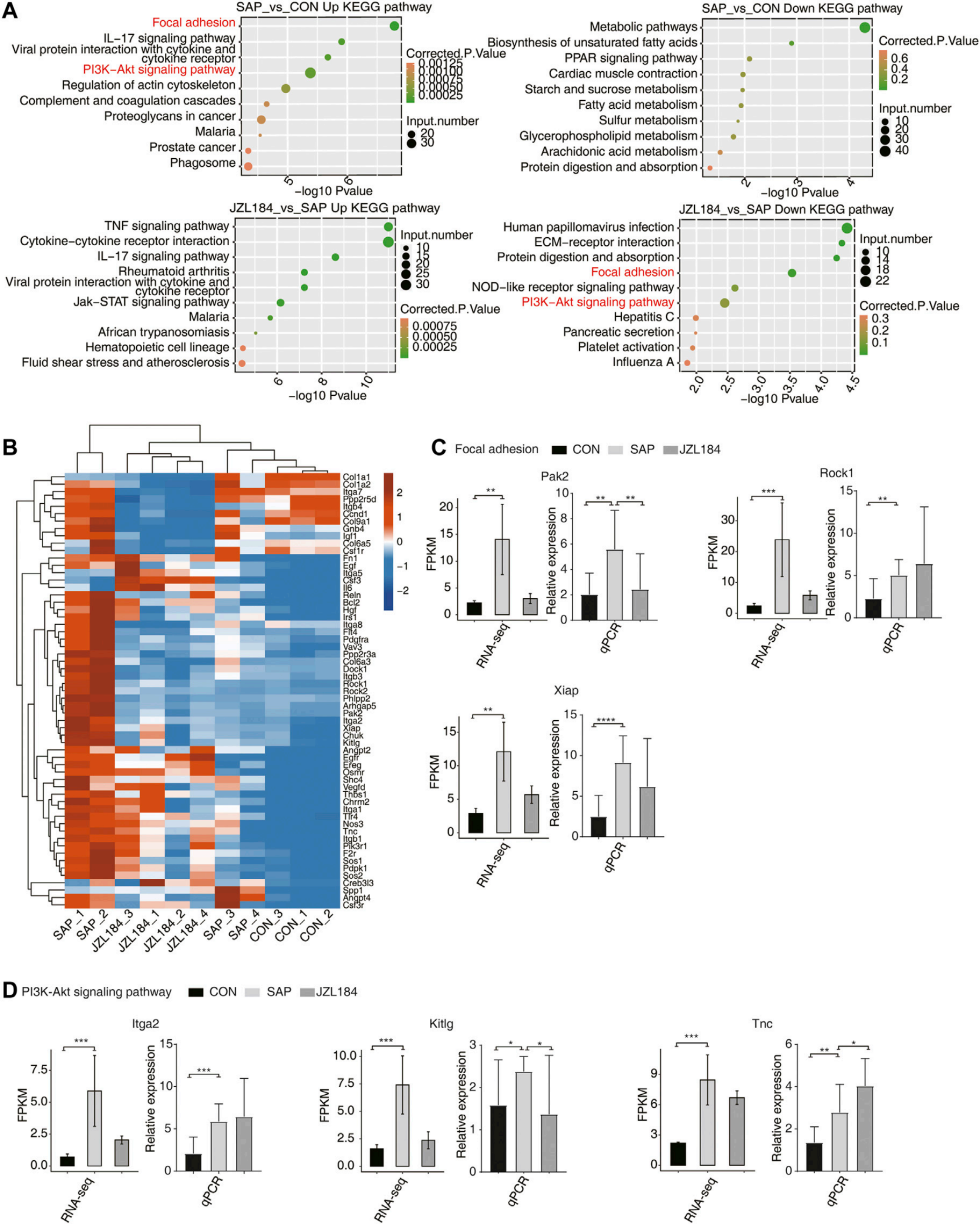
MAGL inhibitor extensively change alternative splicing pattern of genes in intestinal tissue of rats with SAP. **(A)** Bubble plot showing the top ten enriched KEGG terms for up regulated (Left panel) and down regulated (Right panel) DEGs. The downregulated genes in the SAP group were mainly enriched in human papillomavirus infection, ECM receptor interaction, protein digestion and absorption, focal adhesion, nod-like receptor signaling pathway, PI3K-Akt signaling pathway, hepatitis C, pancreatic secretion, platelet activation, and influenza **(A,B)**. Hierarchical clustering heat map showing the expression levels of all genes on Focal adhesion and PI3 K-Akt signaling pathway in Top 10 in the KEGG analysis. The expression of Rock1, Rock2, Pak2, Xiap, Arhgap5, Itga2, Tnc, Dock1, Col6a3, Pdgfra, Chuk, Kitlg, Sos1, Ppp2r3a, and Phlpp2 was higher in the SAP group and lower in the JZL184 group; **(C)** Bar plot showing the expression pattern and statistical difference of DEGs for some important genes in Focal adhesion. Error bars represent mean ± SEM. The expression of Pak2, Rock1, and Xiap was increased in the SAP group compared with the control group, which was consistent with our expectations. Moreover, expression of Pak2 and Xiap was decreased in the JZL184 group compared with the SAP group; ***p-value < 0.001, **p-value < 0.01. **(D)** Bar plot showing the expression pattern and statistical difference of DEGs for some important genes in PI3K-Akt signaling pathway. Error bars represent mean ± SEM. The expression of Itga2, Kitlg, and Tnc was increased in the SAP group and that of Kitlg was decreased compared with the control group, whereas Itga2 and Tnc gene expression was increased in the JZL184 group compared with the SAP group. *** *p*-value < 0.001, ** *p*-value < 0.01. *n* = 3 in control group. *n* = 4 in SAP group and JZL184 group.

We extracted all genes from focal adhesion and PI3K-Akt signaling pathways among the top 10 in the KEGG analysis, and then we combined them and drew a heat map of the DEGs (Figure 3B). Compared with the control group, expression of Rock1, Rock2, Pak2, Xiap, Arhgap5, Itga2, Tnc, Dock1, Col6a3, Pdgfra, Chuk, Kitlg, Sos1, Ppp2r3a, and Phlpp2 was higher in the SAP group and lower in the JZL184 group (Figure 3B).

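All 15 genes had a higher mean in SAP than in control, with log2 fold changes from 1.15 to 2.88 (median 1.90), and in JZL184 all 15 were lower than in SAP, from -2.82 to -0.13 (median -1.46), Tnc with a sign that changed with the processing. In SAP against control 8 of them had an unadjusted p below 0.05, and 0 were called by edgeR (adjusted p between 0.459 and 0.461), by DESeq2 or by limma-voom. Between JZL184 and SAP, 0 were called by edgeR or limma-voom (adjusted p from 0.105 to 0.875 with edgeR, 9 genes at an unadjusted p below 0.05), and DESeq2 called 5, which were Arhgap5, Dock1, Col6a3, Pdgfra and Phlpp2. Adjusted over the list alone, 0 genes passed in the first comparison and 5 in the second, which is not independent evidence because the study chose the list on these libraries. The FPKM of all 15 genes was more than 2 times the control mean in SAP libraries 1 and 2, where the median ratio was 6.72 and 7.07. In SAP library 3 the median ratio was 1.57, with 3 genes above 2, and in SAP library 4 it was 1.05, with 0 genes above 2. The median ratio in the JZL184 libraries lay between 0.753 and 1.90. Dock1 (chromosome 1) and Ppp2r3a (chromosome 8) were the 2 genes whose SAP libraries all lay above all JZL184 libraries (exact permutation test on the FPKM, n = 4 and 4, p = 0.0286, the smallest possible). Rock1, on chromosome 18, had the largest log2 fold change of the 15 against control, with an FPKM of 23.8 ± 23.9 (SD, n = 4) in SAP and 2.78 ± 1.71 (SD, n = 2) in control. Of these 15 genes, 14 were longer than the median gene. With offsets that removed each library's trend on gene length, the median log2 fold change in SAP against control was 1.41 with 15 genes higher, and between JZL184 and SAP it was -1.19 with Tnc higher. With all 3 groups in 1 DESeq2 fit and separate control libraries, both chosen after the data were seen, 14 genes were called in SAP and 8 in JZL184. From the expression in the 3 groups, the paper proposes that SAP may raise the expression of genes of the focal adhesion and PI3K-Akt signaling pathways in the intestine and that the MAGL inhibitor lowers it.

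**Figure D2:**
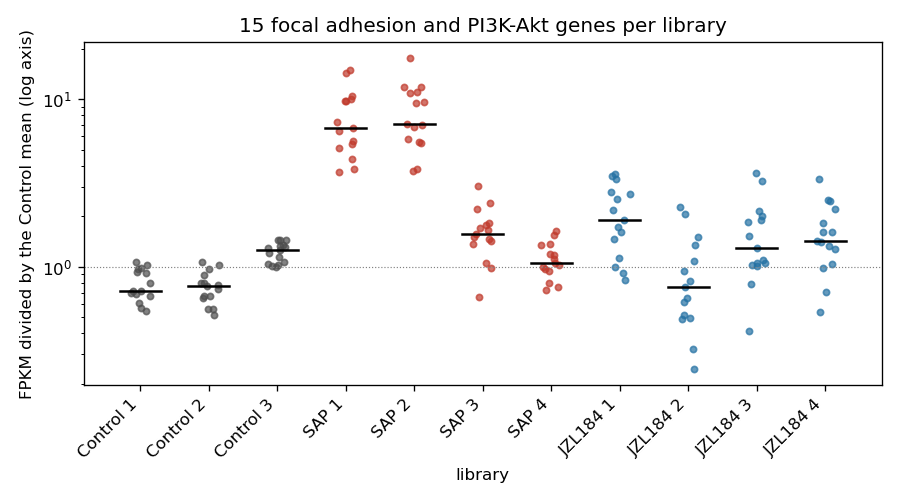
FPKM of the 15 focal adhesion and PI3K-Akt genes in each library, divided by the control mean of the gene (log axis). Each point is a gene and the bar is the median of the library, which is 6.72 in SAP 1, 7.07 in SAP 2, 1.57 in SAP 3 and 1.05 in SAP 4.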

Next, we performed RT-qPCR on selected DEGs using their RNA-sequencing data. 

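Pak2, on chromosome 11, had an FPKM of 14.05 ± 13.1 (SD, n = 4) in SAP and 2.42 ± 0.89 (SD, n = 2) in the control group, a log2 fold change of 2.31 (standard error 1.06, adjusted p = 0.459 with edgeR and 0.198 with DESeq2). For Xiap, on the X chromosome, the FPKM was 12.1 ± 8.78 (SD, n = 4) in SAP and 3.27 ± 1.58 (SD, n = 2) in control, a log2 fold change of 1.69 (standard error 0.72, adjusted p = 0.459 with edgeR). Rock1 rose by 2.88 on the log2 scale (standard error 1.24, adjusted p = 0.459 with edgeR and 0.116 with DESeq2). The lowest SAP library overlapped the control samples for Rock1 and Pak2, and for Xiap it equaled the higher control sample at 4.38. Exact permutation tests on the FPKM gave p = 0.2 for Pak2 and Xiap and p = 0.267 for Rock1 (two-sided, n = 4 and 2, smallest possible 0.0667). With each library left out in turn, the log2 fold change stayed between 1.85 and 2.66 for Pak2 and between 2.30 and 3.60 for Rock1. With control libraries 1 and 2 as separate samples, DESeq2 called all 3 genes, with an adjusted p of 0.0237 for Pak2, 0.00725 for Rock1 and 0.0239 for Xiap. Separate samples were the first plan, and this DESeq2 fit was added after the data were seen. Over all alternatives tried, the adjusted p lay between 0.0227 and 0.943 for Pak2, between 0.00376 and 0.943 for Rock1 and between 0.0195 and 0.943 for Xiap.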

In the focal adhesion pathway, the expression of Pak2, Rock1, and Xiap was increased in the SAP group compared with the control group, which was consistent with our expectations. Moreover, expression of Pak2 and Xiap was decreased in the JZL184 group compared with the SAP group. The *t*-test results showed that Pak2 was significantly different in dominance, which was consistent with expectations; Xiap had no significant difference, but the trend was the same (Figure 3C). 

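In the JZL184 group the FPKM of Pak2 was 3.01 ± 1.87 (SD, n = 4) and its log2 fold change against SAP was -2.01 (standard error 0.80, adjusted p = 0.196 with edgeR and 0.0643 with DESeq2). Xiap fell by 0.90 on the log2 scale to 5.68 ± 2.63 (SD, n = 4), with an adjusted p of 0.321 with edgeR and 0.292 with DESeq2. The libraries of both groups overlapped, and the two-sided exact permutation test (n = 4 and 4, smallest possible p 0.0286) gave p = 0.257 for Pak2 and p = 0.314 for Xiap. Rock1 changed by -1.82 (standard error 0.81, adjusted p = 0.231 with edgeR). Leaving out any library kept Pak2 between -2.37 and -1.52 and Xiap between -1.16 and -0.50. Pak2 was called lower by DESeq2 with all 3 groups in 1 fit and control libraries 1 and 2 separate, which was chosen after the data were seen, and Xiap was not called in any fit of these groups. The adjusted p over the alternatives tried lay between 0.0262 and 0.449 for Pak2 and between 0.165 and 0.642 for Xiap.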

In the PI3K-Akt pathway, compared with the control group, expression of Itga2, Kitlg, and Tnc was increased in the SAP group and that of Kitlg was decreased, whereas Itga2 and Tnc gene expression was increased in the JZL184 group compared with the SAP group. 

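Itga2, on chromosome 2, had an FPKM of 5.89 ± 5.56 (SD, n = 4) in SAP, 0.82 ± 0.51 (SD, n = 2) in control and 2.04 ± 0.63 (SD, n = 4) in JZL184. It rose by 2.64 on the log2 scale in SAP against control (adjusted p = 0.459 with edgeR, 0.117 with DESeq2) and its log2 fold change in JZL184 against SAP was -1.29 (adjusted p = 0.286 with edgeR, 0.208 with DESeq2). Tnc, on chromosome 5, had an FPKM of 8.45 ± 4.96 (SD, n = 4) in SAP, 2.22 ± 0.12 (SD, n = 2) in control and 6.69 ± 1.35 (SD, n = 4) in JZL184. Its log2 fold change was 1.71 in SAP against control (adjusted p = 0.459 with edgeR) and -0.13 in JZL184 against SAP (standard error 0.42, adjusted p = 0.875 with edgeR). The sign of the second value changed with the processing. It was 0.06 with the replicate number as a block, 0.19 with gene length offsets, 0.27 with both and 0.17 with limma-voom, and leaving out SAP library 1 or 2 gave 0.08 and 0.12. Tnc was also higher in JZL184 than in control, by 1.55 on the log2 scale (standard error 0.28, adjusted p = 0.0392 with edgeR), and was not called there without either control sample, without JZL184 library 2 or 4, with all 3 groups in 1 fit or with gene length offsets. For Itga2 the adjusted p over the alternatives tried lay between 0.00254 and 0.943 in SAP against control and between 0.112 and 0.679 in JZL184 against SAP. Exact permutation tests on the FPKM of JZL184 against SAP gave p = 0.429 for Itga2 and p = 0.486 for Tnc (two-sided, n = 4 and 4).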

Kitlg was significantly different in dominance, which was consistent with our expectations (Figure 3D).

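Kitlg, on chromosome 7, had an FPKM of 7.41 ± 5.31 (SD, n = 4) in SAP, 1.77 ± 0.77 (SD, n = 2) in control and 2.37 ± 1.55 (SD, n = 4) in JZL184. The log2 fold change was 1.86 in SAP against control (standard error 0.72, adjusted p = 0.459 with edgeR and 0.176 with DESeq2), and all SAP libraries lay above both control samples (exact permutation test, n = 4 and 2, p = 0.133). In JZL184 against SAP it was -1.46 (standard error 0.58, adjusted p = 0.194 with edgeR and 0.0922 with DESeq2), and the libraries overlapped (exact permutation test, n = 4 and 4, p = 0.143). Over the alternatives tried, the adjusted p lay between 0.0135 and 0.943 in the first comparison and between 0.0434 and 0.397 in the second.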

4. MAGL inhibition extensively changes the alternative splicing pattern of genes in the intestinal tissue of rats with SAP

On the basis of RNA-sequencing data, 63,412 alternative splicing events (ASEs) were identified in each sample, which included 27,353 known ASEs and 36,056 newly identified ASEs. A *t*-test was used to compare the changes in AS levels of the same splicing pattern of each gene in the two comparison groups. The results revealed 1,257 differential ASEs between the SAP and control groups and 3,342 differential ASEs between the JZL184 and SAP groups. The ASEs of intestinal mucosa are presented in Figure 4. MAGL-regulated alternative splicing event (RASE) numbers were classified into nine types (Figure 4A). The results showed that the confidence ellipsis of the three groups did not overlap and the samples were obviously discriminated (Figure 4B). We found that 480 ASEs were specifically upregulated in the SAP group compared with the control group, 1797 ASEs were specifically upregulated in the JZL184 group compared with the SAP group, 1,299 ASEs were specifically downregulated in the JZL184 group compared with the SAP group, and 531 ASEs were specifically downregulated in the SAP group compared with the control group (Figure 4C). Overlap analysis showed that 97 ASEs were downregulated in the JZL184 group compared with the SAP group, but were upregulated in the SAP group compared with the control (Figure 4D).

5. Functional analysis of MAGL inhibitor-regulated alternative genes in intestinal tissue of rats with acute pancreatitis

**FIGURE 4:**
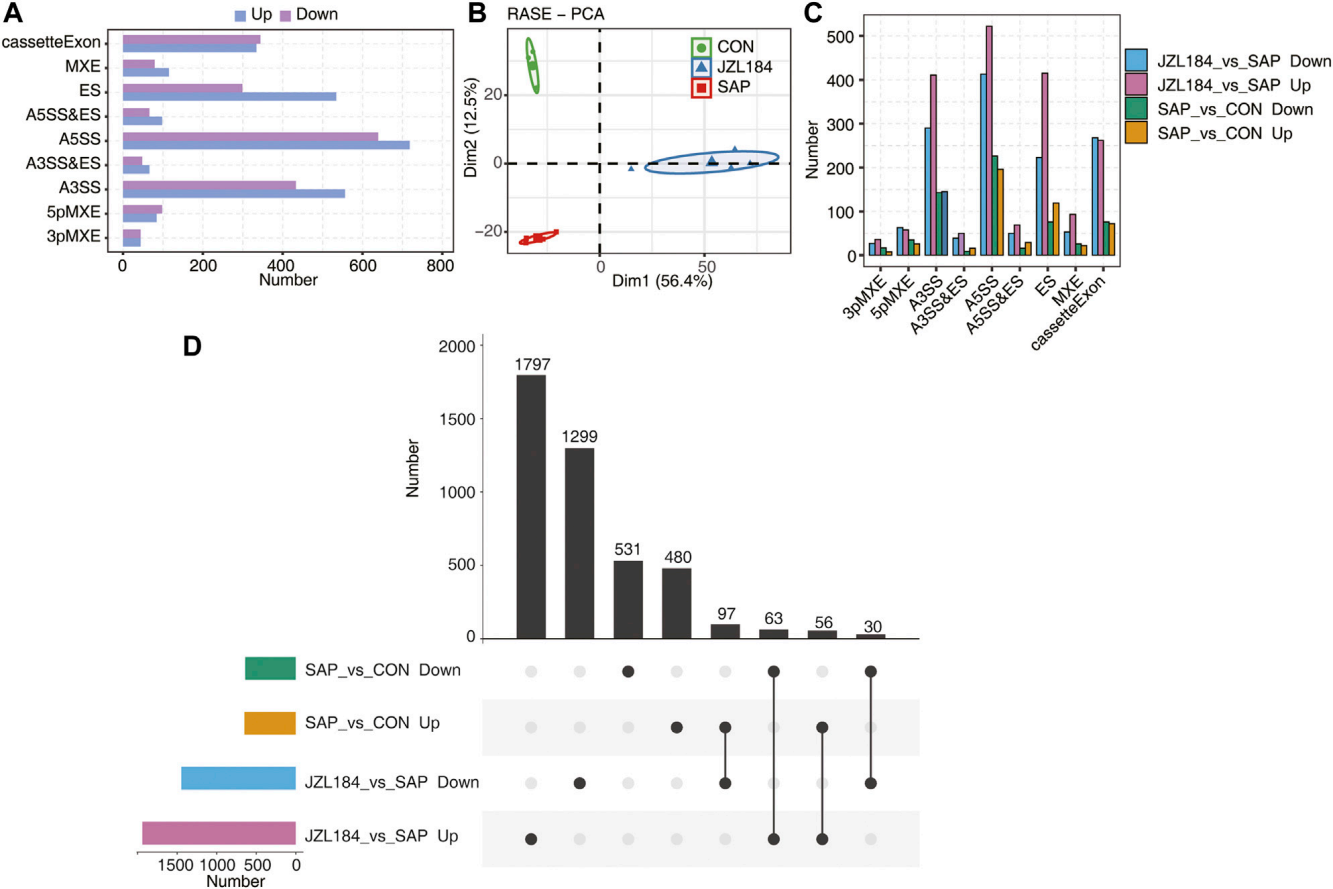
MAGL inhibitor extensively change alternative splicing pattern of genes in intestinal tissue of rats with SAP. **(A)** Bar plot showing the MAGL regulated alternative splicing event (RASE) numbers by classifying them into nine type. **(B)** PCA base on Ratio value of the MAGL regulated alternative splicing event (RASE). The ellipse for each group is the confidence ellipse. The results showed that the confidence ellipsis of the three groups did not overlap and the samples were obviously discriminated; **(C)** Bar plot showing the MAGL regulated alternative splicing event (RASE) numbers in the four comparison groups. 480 ASEs were specifically upregulated in the SAP group compared with the control group, 1797 ASEs were specifically upregulated in the JZL184 group compared with the SAP group, 1,299 ASEs were specifically downregulated in the JZL184 group compared with the SAP group, and 531 ASEs were specifically downregulated in the SAP group compared with the control group; **(D)** Overlap analysis plots of RASE in each group. 97 ASEs were downregulated in the JZL184 group compared with the SAP group, but were upregulated in the SAP group compared with the control group; *n* = 3 in control group. *n* = 4 in SAP group and JZL184 group.

To clarify the potential functions of these differential ASEs, we extracted genes with the above RASEs and performed KEGG analysis. When comparing the SAP and control groups, the differential ASEs were mainly enriched in platinum resistance, FC-γR-mediated phagocytosis, endocytosis, ubiquitin-mediated proteolysis, human immunodeficiency virus 1 infection, Ras signaling pathway, cytochrome P450 metabolism of exogenous drugs, drug metabolism cytochrome P450, phosphatidylinositol signaling system, and the VEGF signaling pathway (Figure 5A). In the comparison between the JZL184 and SAP groups, AS genes were mainly enriched in splicing, endocytosis, ubiquitin-mediated proteolysis, pancreatic cancer, animal autophagy, apoptosis of many species, animal mitochondrial autophagy, chronic myelogenous leukemia, acute myeloid leukemia, RNA degradation, and other functional pathways (Figure 5A). A bubble plot showed enriched KEGG analysis of the genes with overlapped ASEs in the opposite direction obtained from the two comparison groups (Figure 5B).

**FIGURE 5:**
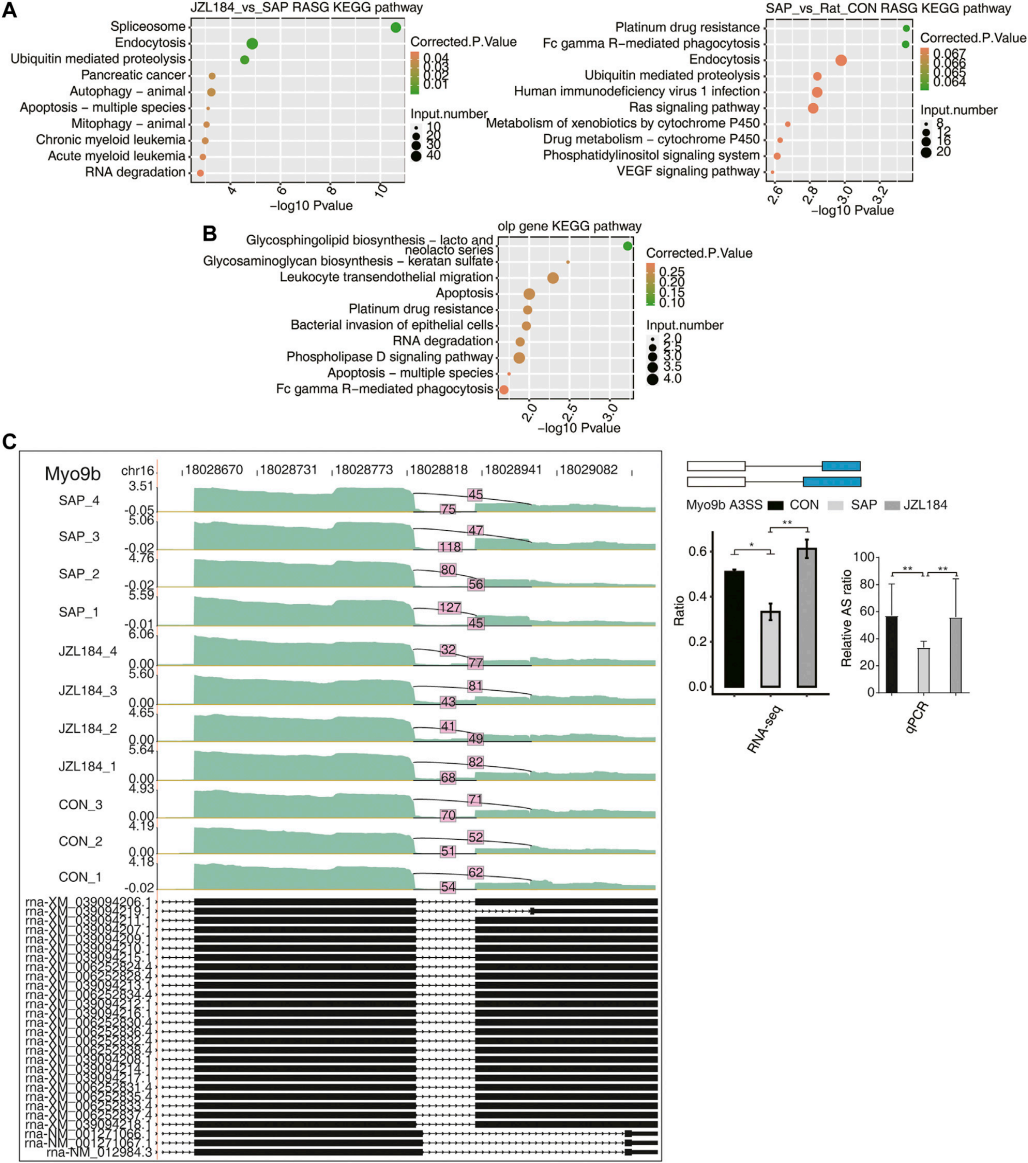
Function analysis of MAGL inhibitor regulated alternative genes in intestinal tissue of rats with SAP. **(A)** Bubble plot showing enriched KEGG analysis plots of RASE. The differential ASEs were mainly enriched in platinum resistance, FC-γR-mediated phagocytosis, endocytosis, ubiquitin-mediated proteolysis, human immunodeficiency virus 1 infection, Ras signaling pathway, cytochrome P450 metabolism of exogenous drugs, drug metabolism cytochrome P450, phosphatidylinositol signaling system, and the VEGF signaling pathway between the SAP and control groups; AS genes were mainly enriched in splicing, endocytosis, ubiquitin-mediated proteolysis, pancreatic cancer, animal autophagy, apoptosis of many species, animal mitochondrial autophagy, chronic myelogenous leukemia, acute myeloid leukemia, RNA degradation, and other functional pathways between the JZL184 and SAP groups; **(B)** Bubble plot showing enriched KEGG analysis of the genes with overlapped shear events in the opposite direction obtained by the two comparison groups; **(C)** MAGL regulates alternative splicing of Myo9b. Left panel: IGV-sashimi plot showing the regulated alternative splicing events and binding sites across mRNA. Reads distribution of RASE is plotted in the up panel and the transcripts of each gene are shown below. Right panel: The schematic diagrams depict the structures of ASEs. RNA-seq validation of ASEs are shown at the bottom of the right panel. Error bars represent mean ± SEM. *** *p*-value < 0.001, ** *p*-value < 0.01, * *p*-value < 0.05. *n* = 3 in control group. *n* = 4 in SAP group and JZL184 group.

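The files used here hold reads per gene and not per splice junction, so only gene-level values can be given. By edgeR's log2 fold changes in SAP against control, Epb41l3, Myo9b, Git2 and Cbx3 were higher and Rpusd3, Lsp1 and Arl4a lower, with values from -0.40 (Rpusd3) to 0.60 (Cbx3). edgeR called 0 of these 7 genes (adjusted p from 0.513 to 0.852), DESeq2 and limma-voom also called 0, and 0 had an unadjusted p below 0.05. In JZL184 against SAP, Rpusd3, Myo9b, Git2 and Arl4a were higher and Epb41l3, Lsp1 and Cbx3 lower. The mean FPKM went the other way for Arl4a in SAP against control, and in JZL184 against SAP for Myo9b (7.16 and 8.06) and, by little, for Rpusd3 (ratio of means 0.997). Arl4a, on chromosome 6, encodes a small GTPase and was the only one of the 7 with an unadjusted p below 0.05 there. Its FPKM was 41.0 ± 14.2 (SD, n = 4) in JZL184, 17.3 ± 3.53 (SD, n = 4) in SAP and 16.9 ± 3.58 (SD, n = 2) in control. It rose by 1.42 on the log2 scale in JZL184 against SAP (standard error 0.34, adjusted p = 0.0909 with edgeR and 0.00611 with DESeq2), and all JZL184 libraries lay above all SAP libraries (exact permutation test, n = 4 and 4, p = 0.0286, the smallest possible). Without JZL184 library 1, edgeR called it as well (adjusted p = 0.0376, and between 8.0e-04 and 0.236 over the alternatives tried). For Myo9b, on chromosome 16, the log2 fold change was 0.27 in SAP against control and 0.02 in JZL184 against SAP, for Lsp1, on chromosome 1, -0.19 and -0.07, and for Git2, on chromosome 12, 0.22 and 0.29. With gene length offsets, Epb41l3, Myo9b and Git2 in SAP were -0.09, -0.22 and -0.03, and Epb41l3 in JZL184 was 0.05. Epb41l3 in JZL184 was also positive without SAP library 2 (0.04) or JZL184 library 3 (0.03), and Arl4a in SAP was 0.04 without control library 3. Leaving out SAP library 3 or 4 turned Myo9b negative in JZL184 (-0.05 and -0.13), and leaving out SAP library 3 or JZL184 library 4 turned Lsp1 positive (0.042 and 0.039).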

Expression of Epb4113, Rpusd3, Myo9b, Lsp1, Git2, Cbx3, and Ar14a was decreased in the SAP group compared with the control group, but increased in the JZL184 group. We performed RT-qPCR on Myo9b, Lsp1, and Git2 from RNA-sequencing data. The *t*-test results showed that they were significantly different in dominance, which was consistent with expectations (Figure 5C, Supplementary Figure S1).

6. Coexpression analysis between MAGL inhibitor-regulated RBPs and RASEs in the intestinal tissue of rats with SAP

By crossing the identified DEGs with reported potential RBP genes, 190 DEGs were found to be RBPs (Figure 6A). A total of 132 RBPs with an expression level greater than 1 in more than 80% of the samples were screened according to their expression levels, and we found significant differences in the expression levels of these RBPs among the groups (Figure 6B). According to the expression level of the 132 RBPs in all samples and the ratio of different splicing isoforms supporting reads of all differential RASEs, the RASEs co-expressed by 132 RBPs were identified. In accordance with the order of the number of RASEs co-expressed by each RBP, the top 10 RBPs were extracted, which included HNRNPDL, ZCRB1, CIRBP, RRP15, NUPl2, SRFBP1, MT1, GNL2, TATDN2, and USP3 (Figure 6C). We found that these RBPs were specifically and highly expressed in the JZL184 group compared with the control and SAP groups, in which the ASEs co-expressed by HNRNPDL comprised the most, which reached 402 ASEs (Figure 6D). 

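All 10 genes had an FPKM above 1 in 11 of 11 libraries. Their mean was higher in JZL184 than in SAP, with log2 fold changes from 1.14 (Gnl2) to 2.64 (Mt1), and higher than in control, from 0.94 (Rrp15) to 2.03 (Mt1). By edgeR 0 of the 10 were called against SAP (adjusted p from 0.0851 to 0.119, all 10 at an unadjusted p below 0.05), and DESeq2 and limma-voom each called all 10. Against control edgeR again called 0 (adjusted p from 0.0617 to 0.133, all 10 at an unadjusted p below 0.05), DESeq2 called 7 and limma-voom 9. Adjusted over the list alone, 10 genes passed against SAP and 10 against control, which is not independent evidence because the study chose the genes on these libraries. Without JZL184 library 1, edgeR called 10 of 10 in both comparisons. Against control it called Cirbp alone, 1 gene, without JZL184 library 3. The median ratio of the 10 genes to the control mean was 1.61 in JZL184 library 1, 2.86 in library 2, 3.42 in library 3 and 2.55 in library 4, and between 1.04 and 1.22 in the SAP libraries. For 7 of the 10 genes all JZL184 libraries lay above all SAP libraries (exact permutation test, n = 4 and 4, p = 0.0286 for each, the smallest possible). The exceptions were Mt1, Tatdn2 and Usp3. In SAP against control the 10 genes went both ways, from -0.59 (Mt1) to 0.51 (Usp3), and 0 were called by edgeR, DESeq2 or limma-voom or had an unadjusted p below 0.05. Cirbp, on chromosome 7, encodes a cold-inducible protein and had an FPKM of 39.3 ± 11.3 (SD, n = 4) in JZL184, 11.1 ± 6.91 (SD, n = 4) in SAP and 12.1 ± 2.85 (SD, n = 2) in control. Mt1, on chromosome 19, reached 891 ± 483 (SD, n = 4) in JZL184, and SAP library 4 had 360.92 where the other SAP libraries had between 68.88 and 105.46.

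**Figure D3:**
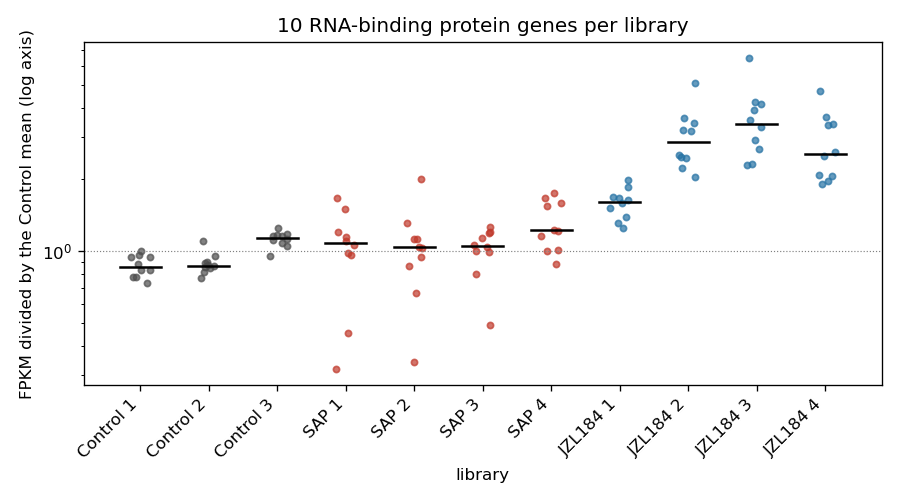
FPKM of the 10 RBP genes in each library, divided by the control mean of the gene (log axis). Each point is a gene and the bar is the median of the library, which is 1.61 in JZL184 1 and between 2.55 and 3.42 in the other JZL184 libraries.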

Figure 6E shows the verification of Hnrnpdl, and the results are consistent with the RNA-sequencing results. 

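Hnrnpdl, on chromosome 14, had an FPKM of 238 ± 79.0 (SD, n = 4) in JZL184, 92.9 ± 17.5 (SD, n = 4) in SAP and 76.5 ± 16.3 (SD, n = 2) in control, from between 7409 and 38418 reads per library. Against SAP its log2 fold change in JZL184 was 1.51 (standard error 0.35, adjusted p = 0.0895 with edgeR and 0.00278 with DESeq2). Against control it was 1.62 (standard error 0.43, adjusted p = 0.0756 with edgeR and 0.00614 with DESeq2). The lowest JZL184 library, at 128.77, lay above the highest SAP library, at 118.66. With each library left out in turn, the first value stayed between 1.39 and 1.74 and the second between 1.46 and 1.84. SAP and control differed by 0.13 (standard error 0.33, adjusted p = 0.836 with edgeR), and the value was -0.01 without the sample of control libraries 1 and 2 and -0.07 without SAP library 4. Over the alternatives tried, the adjusted p lay between 2.6e-04 and 0.227 against SAP and between 6.0e-05 and 0.589 against control.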

NIR events coexpressed with HNRNPDL were further extracted. In accordance with the number of supported reads, the proportion of reads and its change amplitude of coexpressed ASEs and the change trend of the ratio value in each group, the ratio of ASEs of Numb, Commd1, Kcnn4, Sp140, Septin4, and Nbr was consistent or opposite to the change trend of Hnrnpdl expression. RT-qPCR demonstrated a statistically significant decrease in Kcnn4 and Sp140, which was in agreement with the RNA-sequencing analysis (Figures 6F, Supplementary Figure S2).

**FIGURE 6:**
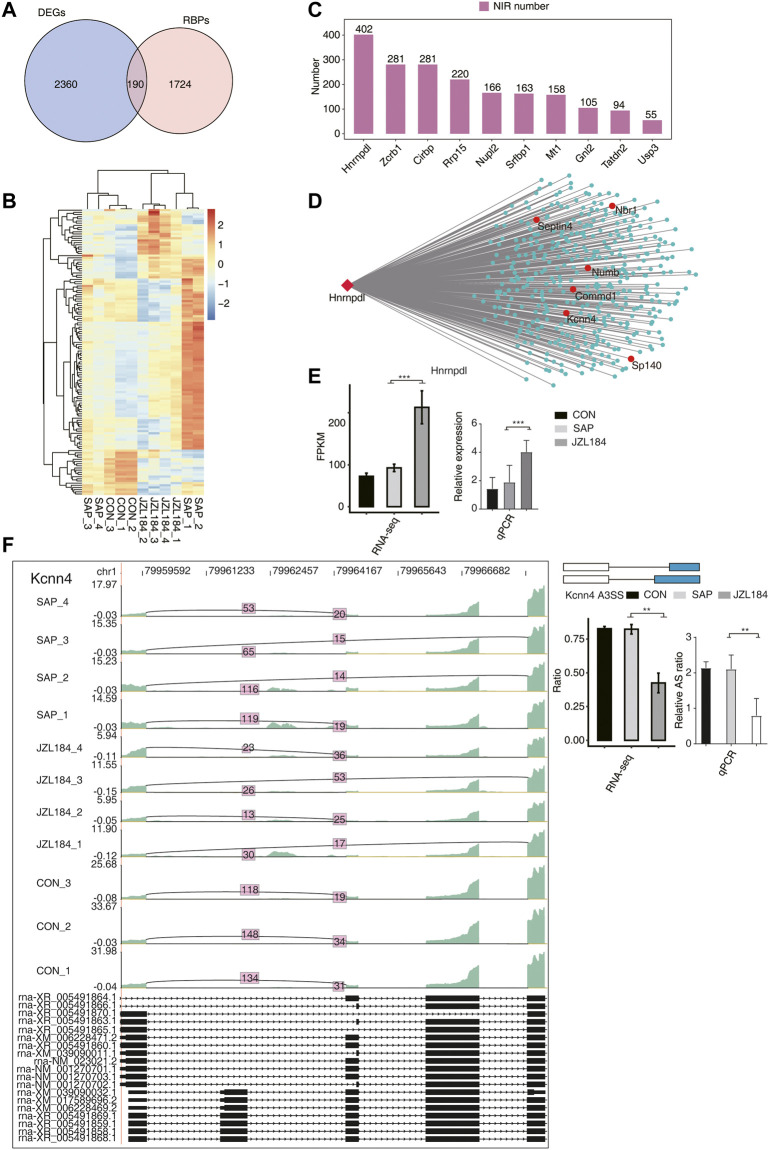
Co-expression analysis between MAGL inhibitor regulated RBPs with NIR in intestinal tissue of rats with SAP. **(A)** Venn diagram showing the overlapped genes between RBPs and DEGs; **(B)** Hierarchical clustering heat map showing the expression levels of the overlapped genes in **(A)**. Significant differences in the expression levels of these RBPs were found among the groups (Show expression FPKM greater than 1 in 80% of the samples); **(C)** Bar plot showing the number of NIR expressed showing the top10 RBPs sorted by the number of RBPs co-expressed from the above screened RBPs; **(D)** Co-expression network between NIRs and Hnrnpdl gene. These RBPs were specifically and highly expressed in the JZL184 group, in which the ASEs co-expressed by HNRNPDL comprised the most, which reached 402 ASEs; **(E)** Bar plot showing the expression pattern and statistical difference of DEGs for Hnrnpdl gene. Error bars represent mean ± SEM; ***p-value < 0.001. **(F)** MAGL regulates alternative splicing of Kcnn4. Left panel: IGV-sashimi plot showing the regulated alternative splicing events and binding sites across mRNA. Reads distribution of RASE is plotted in the up panel and the transcripts of each gene are shown below. Right panel: The schematic diagrams depict the structures of ASEs. RNA-seq validation of ASEs are shown at the bottom of the right panel. Error bars represent mean ± SEM. *** *p*-value < 0.001, ** *p*-value < 0.01, * *p*-value < 0.05. *n* = 3 in control group. *n* = 4 in SAP group and JZL184 group.

## Discussion

The etiology of SAP remains unclear. However, recent reports suggest involvement of the endocannabinoid system in the pathophysiology of SAP (Michalski et al., 2007; Michler et al., 2013; Petrella et al., 2010; da Silva-Leite et al., 2018). Identification of MAGL activity was first described in 1966 (Kupiecki, 1966). This enzyme degrades 2-AG, the most abundant endocannabinoid in the body (Dinh et al., 2002). Strong upregulation of 2-AG has been observed in MAGL knockout mice, which implies that most endocannabinoids are degraded by hydrolysis (Taschler et al., 2015). MAGL is currently considered a promising therapeutic target for the treatment of numerous diseases that include gastrointestinal disorders, cancer, and neurodegenerative and inflammatory diseases (Grabner et al., 2017). In the present study, we found decreased 2-AG levels in the ileal tissue of rats in the SAP group compared with the control group. Thus, MAGL and 2-AG play important roles in the development of SAP and may represent potential therapeutic targets for SAP.

Activation of pancreatic proteases and dysfunction of pancreatic microcirculation in acute pancreatitis stimulate granulocytes, macrophages, and vascular endothelial cells to release IL-6, TNF-α, and other cytokines that participate in the inflammatory response and immunoregulation (Pooran et al., 2003; Sternby et al., 2021). The release of inflammatory factors not only damages local pancreatic tissue, but also leads to a systemic inflammatory response because of the massive release of inflammatory factors into the circulation, which can result in systemic organ failure. Our findings showed that the concentrations of TNF-α and IL-6 in serum were higher in the SAP group than in the control group, which indicated that they may be involved in the occurrence and development of SAP. Notably, JZL184 downregulated TNF-α and IL-6, which suggested that it had the potential to improve systemic inflammatory response syndrome and prevent multiple organ dysfunction.

Changes in mucosal permeability may occur because of mucosal damage. Several studies have demonstrated increases in intestinal permeability in patients with SAP and SAP-related infections (Schietroma et al., 2016; Ge et al., 2020). The underlying mechanisms include alterations in the expression, localization, and function of tight junction proteins as well as changes in microbiota, active inflammation, and/or proinflammatory cytokines (Schietroma et al., 2016). Under the stress state caused by SAP, the structure and function of intestinal mucosa are perturbed, which results in a pathological increase in intestinal mucosal permeability (Zhong et al., 2009; Meriläinen et al., 2013).

In our previous study, JZL184 was administered to rats subjected to chronic stress. In these animals, intestinal permeability was increased after administration of JZL184 and associated with upregulation of tight junction-associated proteins. Furthermore, the effects of MAGL inhibition were mediated by CB1 (Wang et al., 2020). Based on this finding, we investigated the effect of JZL184 on intestinal mucosal permeability in a rat model of SAP. We measured the concentration of plasma FD4, observed histological changes by HE staining, and examined changes in the IEC microstructure by TEM. All data showed that intestinal mucosal permeability was impaired by SAP and that JZL184 ameliorated the pathological changes. Furthermore, 2-AG was increased in the JZL184 group compared with the SAP group. This suggests that the increased levels of 2-AG may directly affect intestinal permeability.

Understanding the molecular mechanism of intestinal mucosal permeability is helpful for the diagnosis and treatment of SAP rats. In the current study, RNA sequencing showed that a large number of genes were differentially expressed in the ileum of the SAP and JZL184 groups compared with the control group. SAP may cause upregulated expression of focal adhesion and PI3K-Akt signaling pathway-related genes in rat intestinal tissue, whereas MAGL inhibitor treatment inhibits the expression of related pathway genes in SAP rats. Focal adhesions have important functions in the intestinal epithelial barrier (Ma et al., 2013; Khan et al., 2014). The PI3K-Akt signaling pathway is a critical signaling pathway affected by various drugs in the treatment of intestinal mucosal barrier injury (Zhuang et al., 2019; Liu et al., 2020; Piao et al., 2020).

Among the DEGs verified by RT-qPCR, PAK2 is a p21 protein-activated kinase that inhibits PAK2 activity and immune responses (Ogura et al., 2016) and mediates the cellular response to oxidative stress-induced apoptosis (Huang et al., 2020). Xiap inhibits apoptosis. Knocking out or inhibiting Xiap expression changes cell death from necrosis to apoptosis, reduces the inflammatory response, and effectively reduces the severity of SAP (Liu et al., 2017). Kitlg encodes the ligand of c-Kit, a receptor tyrosine kinase, and participates in many biological processes that include hematopoiesis, gametogenesis, and melanogenesis (Talenti et al., 2018).

Abnormal ASEs of RNA play a major role in human diseases (Scotti and Swanson, 2016). AS plays a major role in the occurrence and development of intestinal tumors (Yuan et al., 2017; Wu et al., 2020). At present, the function of AS in the intestinal barrier has not been reported. On the basis of RNA-sequencing data, overlap analysis showed that 97 ASEs were downregulated in the JZL184 group compared with the SAP group, but were upregulated in the SAP group compared with the control group. Among them, Myo9b is a motor protein with a Rho GTPase activation domain (RhoGAP), which encodes myosin Ixb (Chandhoke and Mooseker, 2012). Myo9b-deficient mice show impairment of the intestinal barrier function and superficial ileal ulcers (Hegan et al., 2016). Lsp1 is a leukocyte-specific protein that forms a bimolecular protein complex with myosin 1e and regulates adhesion kinetics and cell migration (Schäringer et al., 2021). Git2 is a G protein-coupled receptor kinase-interacting factor involved in regulating thymocyte positive selection, neutrophil direction perception, and cell motility in the immune response and inhibits colitis by negatively regulating Toll-like receptor signaling (Wei et al., 2014).

RNA-binding proteins (RBPs) are central for post-transcriptional regulation of gene expression by interacting with specific sequences or structural elements in their target transcripts (Licatalosi and Darnell, 2010). RBPs have important functions in ASE regulation (Fu and Ares, 2014). It is necessary to further analyze whether there is abnormal expression of RBPs in the intestines of SAP rats resulting in changes in the AS pattern of a large number of genes. A total of 132 RBPs were screened by crossing the abnormally expressed genes we identified with the reported RBP genes, and the top 10 RBPs were extracted, which included HNRNPDL, ZCRB1, CIRBP, NUPL2B, SRFBP1, MT1, GNL2, TATDN2 and USP3. Among them, HNRNPDL coexpressed the most variable shear events as the main RBP. Hnrnpdl protein is an RNA-binding protein involved in post-transcriptional AS regulation (Li et al., 2019). The presence of the exon that corresponds to its PrLD is responsible for the incorporation of HNRNPDL into multivalent hnRNP assemblies that, in turn, control the AS of other genes (Gueroussov et al., 2017). We verified that the ratio value of ASEs-Kcnn4 and sp140 had the opposite trend with the expression of Hnrnpdl.

There are some limitations of our approach in this study. The aim of this study is to globally explore the transcriptome changes of JZL184 effects. Even these large datasets may provide a plenty of information, the causal relationship between changes in these genes/pathways and the SAP pathogenesis/JZL184 effects is still not clear. So, further studies are now carrying out to investigate the underlying mechanisms by focusing on selected proteins and pathways.

In conclusion, MAGL inhibition improved intestinal mucosal barrier injury in SAP rats and induced a large degree of differential gene expression and alternative splicing events. RNA-binding protein HNRNPDL might play an important role in improving intestinal mucosal barrier injury by affecting alternative splicing. Therefore, targeting MAGL is a promising therapeutic approach for the treatment of SAP.

## Data Availability

Data available within the article or its supplementary materials. The sequencing data presented in the study are deposited in the GEO database repository, accession number GSE197930.

# Supplementary material for: Effect of Monoacylglycerol Lipase Inhibition on Intestinal Permeability of Rats With Severe Acute Pancreatitis
**Source:** Front Pharmacol. 2022 Apr 12;13:869482. doi: 10.3389/fphar.2022.869482
**Supplement:** Supplementary file 1

**Table S1 Primers for qRT-PCR**

| Chuk-F | AGAACTCGGTCCTGACTC |
| --- | --- |
| Chuk-R | GGGAAAGAGGCAGAAAGAA |
| Hnrnpdl -F | AAGCAGATACCATCAGATAGG |
| Hnrnpdl -R | CTAGCACCACCTCTTCCA |
| Itga2 -F | CTGCTGAGGACGATGATG |
| Itga2 -R | CACTAAACGGAAGACAGGAT |
| Kitlg -F | TTAGGCAGTTAGGTGTAGGT |
| Kitlg -R | AACAGCAAGGACTTCTCATT |
| Pak2 -F | CGCAGTACTATGGTTGGAA |
| Pak2 -R | TGAGGTATGGAGGCTCTC |
| Rock1 -F | TGACTGACAGGCATTTCC |
| Rock1 -R | AAGCACACTGAGGATTGTT |
| Rock2 -F | TTGGATGCTGTTCGTGTAT |
| Rock2 -R | TTCTCTATGGTCATGTGGTT |
| Tnc -F | GGACTGGTTGTATTGATGCT |
| Tnc -R | TTGCGGAGATGAAACTAAGA |
| Xiap -F | AGGAAGTAGATAGGAGAATGTC |
| Xiap -R | TGTGAGTGTAAGTGGATACC |
| Lsp1-M-F | AGCTGTTGAGGCTCACAACT |
| Lsp1-AS-F: | CAAGAACCAGGCTCACAACT |
| Lsp1-M/AS-R: | CTGGCTGTTCCAGGAAATGG |
| Kcnn4-M/AS-F: | ACTGGCATCGGACTCATGGTG |
| Kcnn4-AS-R | TACAGCACCCACTTGCAACCC |
| Kcnn4-M -R: | CATTGACAGCCTTGCAACCC |
| Eif5a -M/AS-F | GCTGAGCACTGCATTGGGAAGG |
| Eif5a -AS-R | TCATCCCGCAGTTGGAATCGA |
| Eif5a -M -R | CCAGCCAGATTTGGAATCGA |
| Commd1-M/AS-F | TGGCAAAGGCACCCACGGAACA |
| Commd1-AS-R | GAAGTGGACGTCCATCTTTC |
| Commd1-M -R | ATTCAAATACTCCATCTTT |
| Git2-M/AS-F | TGACCAGCCAGACTATGACA |
| Git2-AS-R | AGAGTTTGAAGCTTCTGCCGGT |
| Git2-M -R | GAATCTAGGCCTTCTGCCGGT |
| Myo9b -M/AS-F | TCTGACGAGGAGAACCTTGACT |
| Myo9b -AS-R | GTGTCTTCACCTTCTGCGGC |
| Myo9b -M -R | TGCGGGGGGCCCTTCTGCGGC |
| Sp140-M/AS-F | GAGCACAACAACCCACAAGT |
| Sp140 -AS-R | TTCTTTTTTCCTCCTTGACT |
| Sp140 -M -R | AGTGTCCATGCTCCTTGACT |

# Supplementary material for: Effect of Monoacylglycerol Lipase Inhibition on Intestinal Permeability of Rats With Severe Acute Pancreatitis
**Source:** Front Pharmacol. 2022 Apr 12;13:869482. doi: 10.3389/fphar.2022.869482
**Supplement:** Supplementary file 4

**Supplementary Figure Legends:**

**Figure.S1 MAGL regulates alternative splicing of genes, including Lsp1 (A) and Git2(B).**

1. MAGL regulates alternative splicing of Lsp1. **Left panel**: IGV-sashimi plot showing the regulated alternative splicing events and binding sites across mRNA. Reads distribution of RASE is plotted in the up panel and the transcripts of each gene are shown below. **Right panel**: The schematic diagrams depict the structures of ASEs. RNA-seq validation of ASEs are shown at the bottom of the right panel. Error bars represent mean ± SEM. *** P-value < 0.001, ** P-value < 0.01, * P-value < 0.05.
2. MAGL regulates alternative splicing of Git2. **Left panel**: IGV-sashimi plot showing the regulated alternative splicing events and binding sites across mRNA. Reads distribution of RASE is plotted in the up panel and the transcripts of each gene are shown below. **Right panel**: The schematic diagrams depict the structures of ASEs. RNA-seq validation of ASEs are shown at the bottom of the right panel. Error bars represent mean ± SEM. *** P-value < 0.001, ** P-value < 0.01, * P-value < 0.05.

**Figure.S2 MAGL regulates alternative splicing of genes, including Sp140 (A).**

MAGL regulates alternative splicing of Sp140. **Left panel**: IGV-sashimi plot showing the regulated alternative splicing events and binding sites across mRNA. Reads distribution of RASE is plotted in the up panel and the transcripts of each gene are shown below. **Right panel**: The schematic diagrams depict the structures of ASEs. RNA-seq validation of ASEs are shown at the bottom of the right panel. Error bars represent mean ± SEM. *** P-value < 0.001, ** P-value < 0.01, * P-value < 0.05.

How the deposited data were processed for this re-analysis (not part of the article)

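RNA of the ileum of 11 rats was sequenced, 3 in the control group, 4 in the SAP group and 4 in the JZL184 group, which received 10 mg/kg and were sampled 24 h later. The authors trimmed the reads with FASTX-Toolkit, removed short reads, aligned the rest to the rat genome mRatBN7.2 with HISAT2 and made a count of the uniquely aligned reads of each gene, which was deposited without normalization. The authors also calculated FPKM, which normalizes for gene length and library size and was deposited with 2 decimals. The tool that made the counts and the gene annotation are not given in the sources used here. Samples were grouped by the paper's 3 groups, because the labels of the libraries speak of a control plasmid and of oil where the paper describes vehicle.

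Per library, between 26341299 and 33847135 reads lay on genes, so that counting error was small for genes with many reads and the spread between rats set the precision. Control libraries 1 and 2 had a chi-square per gene of 2.81 over genes with 20 or more reads. Their reads were summed and their FPKM averaged to make 1 sample, after the counts had been compared, where the plan written before the data were examined had 3 control samples. Results with 3 control samples are given beside the others. The remaining choices of test, threshold, gene lists and alternatives were made before the data were examined, except those said to have been chosen later.

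Genes were compared between pairs of groups with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, after TMM normalization and edgeR's default filter on low counts (minimum count 10). Genes were called at a Benjamini-Hochberg adjusted p below 0.05 and a fold change above 2 or below 0.5. Alternatives were no fold change threshold, DESeq2 1.42.0 with its defaults, limma-voom with sample quality weights (limma 3.58.1), DESeq2's size factors in edgeR, no filter on low counts, at least 10 reads in every library, all 3 groups in 1 fit, the replicate number of the labels as a block, offsets that remove each library's trend on gene length (span 0.3), the block with these offsets, each pair of SAP libraries alone, and leaving out each library. The fits with the block took control libraries 1 and 2 as separate samples. Gene length was taken from the counts and FPKM. The tests were tested on simulated data with 200 genes changed 4-fold, with the spread of the libraries and with a dispersion divided by 10. Both comparisons that share the SAP libraries were also run on 8 sets of simulated groups without any difference. Every simulation drew each gene independently, without differences that libraries of a group share over many genes. Where control libraries 1 and 2 were simulated as separate, the second was the first with counting noise.

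Single genes were also compared with two-sided exact permutation tests of the FPKM. The separation of the groups was measured as the share of the sum of squares between groups on scaled FPKM, with exact permutation, and with log2 values after adding 1 or 0.1, without scaling, and with genes of a mean FPKM of at least 1. Clustering used Euclidean distance and complete linkage. DEGs were also filtered at an FPKM above 1 in more than 80% of the 11 libraries, as the paper did for RBPs, and at 0.5 and 2. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used for tables and plots.

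Gene lists were tested with camera of limma (preset correlation 0.01), adjusted over 71 tests of 24 lists in 3 comparisons, with fry and with an estimated correlation beside it. The lists were for inflammatory cytokines, neutrophils, macrophages, T cells, B and plasma cells, interferon response, enterocytes, goblet cells, Paneth cells, junctions, smooth muscle, fibroblasts, endothelium, enteric neurons and glia, adipose tissue, erythrocytes, exocrine pancreas, the endocannabinoid system, the clock, heat shock, cold-inducible genes, immediate early genes, the cell cycle and cholesterol synthesis.

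Genes are named if the paper names them in its results or in Table S1, if they are among the 3 largest changes per comparison and direction among called genes with a mean count of at least 100 and no overlap between the groups, or if they are among the 3 members with the smallest p of a list that passes. Mgll, Cnr1, Cnr2, Il6 and Tnf are named in every comparison. Other genes are named only where said to be chosen after their values were seen. Splice junctions, the RBP list, the KEGG terms and the PCR values were not analysed here.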

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

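The tests of the regions of the gut, of the sex of SAP library 2, of gene length for the RBP, cytokine and pathway genes and of neutrophils were chosen after the results were seen. Libraries far from the others of their group were sought with Dixon's ratio in 168 groups of 4 values. Chance passes its limit in about 1 of 20 groups, or 8.4 of these, and 10 passed it, so single cases below are no more frequent than chance.

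SAP library 2 had 258 CPM (reads scaled to library size) on the rat Xist transcript, from 7826 reads, where the other SAP libraries had 0 to 1.65 CPM. Xist is outside the genes the paper discusses. The same library had 20 reads on Y-linked genes, and the lowest other library had 1222. The paper states that male rats were used. Among the control and JZL184 libraries, 0 had under 100 reads on Y-linked genes or over 100 on Xist. A swap with a library of another group cannot be told apart by this, since a partner from a male SAP rat would also have Y-linked reads. Mixed tissue of a male and a female rat leaves Y-linked reads, and SAP library 2 had 1.47% of the lowest other CPM. A candidate explanation is a female rat, or a library from one, for which the 7826 reads are what it needs. Whether the library belongs to this experiment stays open. JZL184 library 1 was the lowest of its group with 0 CPM on Xist, where the others had 0.109 to 0.114, a difference of a few reads.

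JZL184 library 3 had a mean of 5.83 (log2 CPM) over the enterocyte list, below 9.62 to 9.76 in the other JZL184 libraries. It had 1189 reads on Fabp6 (at least 6918 in every other library), 5646 on Apoa1 (at least 63741) and 156 on Rbp2 (at least 7187). Loss of epithelial cells lowers epithelial genes together, and this library had 17891 reads on Car1 (at most 908 in the others) and Epcam within the range of 107135 to 178423 of all libraries. It had 370 reads on Hoxa11, Hoxd10 and Hoxd11, at most 7 in any other library. A piece from further down the gut is a candidate explanation. A wider set of colon genes is left out, and it gave this explanation less weight than the genes above. These genes were chosen after the low enterocyte mean was seen. JZL184 rats received another treatment than SAP rats, but an effect of it in 1 of 4 libraries was not tested.

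JZL184 library 1 had a cell cycle mean of 4.76, above 4.09 to 4.12 in the others, and an FPKM of 1.95 for Pdgfra, above 0.96 to 1.06. In this library 7 of 7 genes of the proximal gut had their highest CPM, and Hoxb9 had 1 read (at least 57 in the others). A candidate explanation for the proximal genes is a piece from further up the gut. Whether it bears on the cell cycle mean or Pdgfra was not tested. Without this library edgeR called 655 genes between JZL184 and SAP.

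In SAP library 4 the mean of the immediate early genes was 3.89, above 3.28 to 3.32, the FPKM of Mt1 was 361, above 68.9 to 105, and that of LOC100361556 was 23.25, above 6.69 to 8.68. In JZL184 library 2 the FPKM of Defa11 was 2.55, above 0 to 0.07, and that of Cnr1 was 0, below 0.05 to 0.06, which is at the limit of the 2 decimals given. No technical or biological explanation was tested for these 5 values.

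Between JZL184 and control, a comparison for which the paper gives no number of DEGs, edgeR called 343 genes, 162 higher and 181 lower in JZL184 (4178 at an unadjusted p below 0.05, 796 by chance). DESeq2 called 1956 and limma-voom 2906. Without the sample of control libraries 1 and 2 the count was 0, without control library 3 it was 1 (Scd), and without JZL184 library 1, 2, 3 or 4 it was 1867, 25, 860 or 78. The group division gave the largest count of 15 splits, 1 of 15, and the highest other count was 1. With 15 splits the smallest share possible is above 0.05, so that the groups and chance cannot be told apart by it. The largest changes were Csf3 on chromosome 10 (9.25 on the log2 scale, adjusted p = 0.00224 with edgeR, at most 0.159 over the alternatives), LOC120095679 on chromosome 11 (8.64, 0.0085, at most 0.213), Orm1 on chromosome 5 (7.82, 0.0144, at most 0.343), Defa11 on chromosome 16 (-7.22, 0.0440, at most 0.477), Scd on chromosome 1 (-5.00, 0.00224, at most 0.0843) and LOC100361556 on chromosome 7 (-4.55, 0.0357, at most 0.412). The lowest adjusted p of these genes over the alternatives was 0.00319 for Defa11 and at most 7.5e-12 for the others. Pieces from other parts of the gut in JZL184 libraries 1 and 3 only would leave few of these genes with libraries 2 and 4 alone. Of the 343, 340 were also called there, among 2967 genes. Libraries 2 and 4 entered both fits, so this is not independent, and their own part of the gut stays open. The library totals of both groups overlapped (27230159 to 29660053 reads in control and 26341299 to 30887028 in JZL184). The small control group of 2 samples and effects of SAP and of the drug stay open, since control rats differ from JZL184 rats in both SAP and the drug.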

How the results depend on the processing

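The fits with the block, set before, took control libraries 1 and 2 as separate samples, so their results with control rats differ from the main fit in this as well. The other fits with control libraries 1 and 2 separate, which was the first plan, and DESeq2 with all 3 groups in 1 fit were added after the data were seen. Offsets for GC content were not run, since no transcripts or genome were used. Leaving out a control sample leaves 1, which is then assumed to vary like the other group. The replicate numbers do not pair the libraries (correlations of libraries with the same number from -0.47 to 0.14), so the block is an arbitrary one.

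For SAP against control, edgeR's count of 0 stayed 0 with DESeq2's size factors, with 10 reads in every library and with gene length offsets. It was 203 with DESeq2, 14 without a filter, 14 with limma-voom and 4 with all 3 groups in 1 fit (Scd, Myh6, Serpina3n and Sh2d5). It was 1 with the block (LOC108352735) and 7 with the block and length offsets. Separate control libraries gave 33, or 1469 with DESeq2 and 1477 with DESeq2 over all 3 groups. Of pairs of SAP libraries, 1 and 2 gave 5859, 3 and 4 74, 1 and 3 19, 2 and 3 3 (Serpina3n, LOC100361556 and LOC108352735), and the other pairs 0. Leaving out 1 library gave 0 to 3, the latter without SAP library 4. Genes behind these small counts are named after their values were seen. In simulated data with 200 genes changed 4-fold, edgeR found 20.5% here, 67.5% in JZL184 against SAP and 43% in JZL184 against control, and DESeq2 78.5%, 90% and 85.5% with 60, 47 and 48 unchanged genes called. With a dispersion divided by 10 edgeR found 100%, so the spread between libraries limits the counts and not the depth.

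For JZL184 against SAP, the count of 0 was 1283 with DESeq2, 699 with limma-voom, 207 with all 3 groups in 1 fit, 27 without a filter, 32 with gene length offsets and 1919 with DESeq2 over all 3 groups. SAP libraries 1 and 2 alone gave 2912, 2 and 4 alone 1 (Csf3). Leaving out 1 library gave 0 to 655 (655 without JZL184 library 1, 1 without SAP library 2). For JZL184 against control, 343 became 1956 with DESeq2 (342 shared), 2906 with limma-voom (343) and 929 without a filter (343). It became 1488 with the block (340) and 1179 with the block and offsets (327), both with control libraries 1 and 2 separate. Separate control libraries without the block gave 2800 (341), or 3498 with DESeq2 (343). Fewer were shared with all 3 groups in 1 fit (247 of 369), 10 reads in every library (265 of 328) and gene length offsets (300 of 375). DESeq2's size factors gave 342 (334 shared). Without JZL184 library 2 or 4 the shared genes were 23 and 70. Leaving out 1 library gave 0 to 1867, with 0 without control libraries 1 and 2, 1 without control library 3, and 1867, 25, 860 and 78 without JZL184 library 1, 2, 3 and 4. The overlap of 0 was 14 with DESeq2, 92 with DESeq2 and separate control libraries and 180 with these over all 3 groups. With edgeR it was 0 with separate control libraries and with all 3 groups in 1 fit, and 0 to 0 on leaving out a library.

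On leaving out a library, the share between the 3 groups ran from 31.5% (without control libraries 1 and 2) to 40.6% (without SAP library 4). Its exact permutation p of 0.0286 became 0.105 without control libraries 1 and 2, 0.0548, 0.0532 and 0.0595 without JZL184 library 2, 3 and 4, and 0.00312 with separate control libraries (35.0%). With a library left out, the share of SAP and control from 22.1% to 37.5%, that of JZL184 and SAP from 23.2% to 29.6%, and that of JZL184 and control from 28.2% to 41.2%. With log2 values and without scaling these 4 shares were 40.9%, 30.7%, 29.8% and 42.8%. For JZL184 and control, separate control libraries gave 33.8% (exact permutation p = 0.0286, 0.0667 with 1 sample). Clustering all detected genes left 0 groups in a branch of their own in place of 3.

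Of the DEGs of both comparisons with an FPKM above 1, 0 in edgeR became 553 with DESeq2, 352 with limma-voom, 86 with all 3 groups in 1 fit, 17 without a filter, 21 with length offsets, 5 with the block and offsets, 12 with separate control libraries, 1045 with these and DESeq2 and 1322 over all 3 groups. Leaving out 1 library gave 0 to 317, with 317 without JZL184 library 1, 2 (Serpina3n and LOC100361556) without SAP library 4 and 1 (Cxcl1) without SAP library 2. Of the list tests 28 passed with camera, 4 with fry and 0 with an estimated correlation, and 24 to 32 on leaving out a library.

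Of the 15 pathway genes, 0 in SAP against control became 13 with DESeq2 and separate control libraries and 14 over all 3 groups, and 0 to 0 on leaving out a library. In JZL184 against SAP 0 became 5 with DESeq2 and 8 over all 3 groups, and 0 to 0. In JZL184 against control 1 (Tnc) became 2 with DESeq2 (Itga2 and Tnc), 3 with limma-voom and 3 with separate control libraries (both with Sos1), 4 with these and DESeq2 (with Rock1), and 0 with all 3 groups in 1 fit or length offsets. It was 0 to 1 on leaving out a library, 0 without either control sample or JZL184 library 2 or 4. Of the 10 RBP genes in JZL184 against SAP, 0 became 10 with DESeq2, limma-voom or DESeq2 over all 3 groups and 4 with all 3 groups in 1 edgeR fit (Zcrb1, Nupl2, Srfbp1 and Gnl2). It was 0 to 10 on leaving out a library, 10 without JZL184 library 1. In JZL184 against control 0 became 7 with DESeq2, 9 with limma-voom, 2 without a filter (Cirbp and Usp3), 6 with the block, 4 with the block and offsets (Zcrb1, Cirbp, Mt1 and Gnl2) and 9 with separate control libraries, with edgeR or DESeq2. It was 0 to 10 on leaving out a library, 10 without JZL184 library 1 and 1 (Cirbp) without JZL184 library 3. Of the 7 spliced genes, 0 became 1 (Arl4a) in both comparisons with DESeq2 and limma-voom, in JZL184 against SAP over all 3 groups, in JZL184 against control with separate control libraries, and in both without JZL184 library 1.

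Signs changed for Tnc in JZL184 against SAP, from -0.13 to 0.061 with the block, 0.19 with length offsets, 0.27 with both and 0.17 with limma-voom (-0.43 to 0.12 on leaving out a library, 0.083 without SAP library 1 and 0.12 without 2). In SAP against control, length offsets gave -0.093 for Epb41l3, -0.22 for Myo9b and -0.034 for Git2, and with the block -0.17, -0.18 and -0.081. Epb41l3 in JZL184 against SAP was 0.045 with length offsets. Cnr2 in SAP against control was -0.14 with the block, -0.092 with offsets and -0.40 with both. With limma-voom, Cnr2 was -0.0046 against SAP and -0.021 against control, and Mgll -0.37 against SAP. On leaving out a library, Epb41l3 in JZL184 against SAP ran from -0.53 to 0.038 (0.038 without SAP library 2, 0.027 without JZL184 library 3), Myo9b from -0.13 to 0.14 (-0.050 without SAP library 3, -0.13 without 4), Lsp1 from -0.16 to 0.042 (0.042 without SAP library 3, 0.039 without JZL184 library 4) and Mgll from -0.28 to 0.72 (-0.28 without JZL184 library 3). Mgll in JZL184 against control ran from -0.92 to 0.093 (0.093 without control libraries 1 and 2, 0.076 without JZL184 library 4). In SAP against control Arl4a ran from -0.27 to 0.040 (0.040 without control library 3, 0.00023 without SAP library 3), Cnr2 from -0.12 to 0.31 (-0.017 without control libraries 1 and 2, -0.12 and -0.075 without SAP library 3 and 4) and Tnf from -0.13 to 0.32 (-0.13 without SAP library 1). The cause was not tested for any of these changes. Of all 3004 values of 171 gene results, 2509 kept their direction and side of the threshold, 56 no longer passed it, 405 newly passed it and 34 changed sign, which are those given above. Not every gene is among the 171 in every comparison, and Hnrnpdl in SAP against control, which is not, went from 0.13 to -0.073 at the lowest on leaving out a library.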

Differences from the paper's values

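DESeq2 with separate control libraries 1 and 2, alone or with all 3 groups in 1 fit, was run only after the values were seen, although separate libraries were the first plan. edgeR with separate libraries gave 33 DEGs in SAP against control and an overlap of 0. The paper gives 1434 DEGs between SAP and control, 1083 higher and 351 lower, and edgeR called 0, with 0 higher and 0 lower. None of the alternatives set before the data were examined came within 1.5 times of these 3 values, DESeq2 with 203, 142 and 61 and limma-voom with 14, 8 and 6 included. DESeq2 with separate control libraries gave 1469, 1116 and 353 (180 to 256 genes in simulated groups without any difference) and, over all 3 groups, 1477, 1187 and 290. Both were chosen after seeing the values, and of the 15 pathway genes that the paper names the former drops 2 (Dock1 and Phlpp2) and the latter 1 (Phlpp2). The paper's list of called genes was not used here.

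The paper gives 1283 DEGs between JZL184 and SAP, 656 higher and 627 lower, and edgeR called 0, 0 and 0. DESeq2, the tool that the paper's methods name and an alternative set before the data were examined, gave 1283, 656 and 627. The other alternatives set before did not come within 1.5 times, with limma-voom at 699, 333 and 366. DESeq2 over all 3 groups, chosen after seeing the values, gave 1919 and 861 higher, within 1.5 times, and 1058 lower, which is not. Of the 15 pathway genes it calls 8 and drops 7.

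For genes higher in SAP than in control and lower in JZL184 than in SAP, the paper gives 91 and edgeR 0. The alternatives set before did not reach it, DESeq2 with 14 included, and DESeq2 with separate control libraries, chosen after seeing the values, gave 92, and drops 2 of the 15 pathway genes in SAP against control. Over all 3 groups it gave 180, which is not within 1.5 times. For genes higher in SAP alone the paper gives 943 and edgeR 0, with 0 alternatives set before within 1.5 times (DESeq2 104), and for genes lower in SAP alone 324 and 0, also with 0 within (DESeq2 53). The fits chosen after seeing the values, which drop 2 and 1 of the 15 pathway genes, gave 975 and 957 for the former and 326 and 253 for the latter. For genes higher in JZL184 alone the paper gives 597 and edgeR 0, with DESeq2 at 628 as the one alternative set before within 1.5 times, and those chosen later at 597 and 792. For genes lower in JZL184 alone the paper gives 519 and edgeR 0, with DESeq2 at 609 and limma-voom at 366 within 1.5 times and no other alternative set before, and DESeq2 with separate control libraries, chosen later, at 518 and over all 3 groups at 860, which is not within 1.5 times.

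The percentages of the first and second component and the mean FPKM read from the paper's figures did not differ by more than the spread of the libraries.

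The paper states in 1 place that Itga2 and Tnc rose in JZL184 against SAP, and in another that all 15 pathway genes, these included, were lower in JZL184. Their log2 fold changes were -1.29 and -0.13 with edgeR (adjusted p = 0.286 and 0.875, over the alternatives 0.112 to 0.679 and 0.334 to 0.964), and that of Tnc was above 0 with the block (0.06), length offsets (0.19), both (0.27) and limma-voom (0.17), while Itga2 stayed below 0 in all alternatives. The paper states that 7 spliced genes fell in SAP and rose with JZL184. It does so in its section on splicing, and reads per gene cannot test changes in splicing events, so the values here are for whole genes only. By edgeR's log2 fold changes, 3 of the 7 were lower in SAP than in control and 4 higher in JZL184 than in SAP. Rpusd3 and Arl4a were among both, but their mean FPKM was not lower in SAP for Arl4a (17.3 and 16.9 in control) and not higher in JZL184 for Rpusd3 (0.997 times that in SAP). The paper states that Pak2 and Kitlg were significantly different, for Kitlg without naming the groups compared. Between JZL184 and SAP, edgeR's adjusted p was 0.196 and 0.194, DESeq2's 0.0643 and 0.0922, over the alternatives 0.0262 to 0.449 for Pak2 and 0.0434 to 0.397 for Kitlg, and both were called lower by DESeq2 over all 3 groups, chosen after seeing the values. The paper's statement stands in its passage on RT-qPCR, where it names t-tests. The values here are adjusted over all genes tested, so the tests are unlike and do not contradict the paper.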

Other observations

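The list tests, the exocrine pancreas, muscle and gene length tests of the SAP libraries, the time of day, the temperature and edgeR's splits were chosen before the data were examined, and all other tests here after the results were seen.

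SAP libraries 1 and 2 differed from SAP libraries 3 and 4 by a mean squared log2 difference of 1.40. Removing each library's trend on gene length left 77.8% of it (1.09), so this trend is not the whole cause. More muscle wall raises smooth muscle genes together, and 4 of 13 were higher in SAP 1 and 2, from -2.21 (Tpm2) to 2.26 (Mylk). Exocrine pancreas genes reached 14.4 CPM (reads scaled to library size) in a SAP library, where all libraries lay between 6.62 and 16.4. The 15 pathway genes were higher in SAP 1 and 2 by a median of 2.06, or 1.39 with the length trend removed. A female rat can bear only on SAP library 2, and the median ratio to control was 6.72 in SAP library 1. A piece from further up the gut needs Gata4, which had 2 reads in SAP library 1, 428 in SAP library 2 and 945 in JZL184 library 1. Reads on ribosomal protein genes made up 3.80% in SAP library 1 and 3.85% in SAP library 2, and from 6.86% to 12.6% in all other libraries. What lies behind this difference in composition was not tested. Intronic reads and the severity of each rat were not tested either and stay open.

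The splits bear on the DEGs. edgeR called 0 genes in SAP against control and in JZL184 against SAP, and any split reaches a count of 0, so that the 15 of 15 and 35 of 35 splits that did decide nothing about chance. In SAP against control 1 other split (SAP 1 and 2 against the rest) gave 5372. For the 1283 DEGs of DESeq2 between JZL184 and SAP, 2 of 35 splits gave as many, a share that does not exclude chance at 0.05. The other of these, with 2073, exchanges only JZL184 library 1 and SAP library 4. Further splits, all with SAP libraries 1 and 2 on the same side, gave 1169, 610, 590 and 308, and the median of all splits other than that by group was 13. DESeq2 called between 9 and 20 genes in groups simulated without any difference, where each gene was drawn independently.

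The higher level of the RBP genes in JZL184 was not a matter of gene length, with a median log2 fold change of 1.34 against SAP with length offsets and 1.24 without. It did not rest on JZL184 libraries 1 and 3 alone, with median ratios to control of at least 2.55 in libraries 2 and 4. Whether libraries 2 and 4 match the other groups in their part of the gut stays open. Library 2 had 908 reads on Car1 (at most 32 in control and SAP). Hoxb9 had 101 reads in library 2 and 57 in library 4 (at least 110 in control and SAP). Hoxa11, Hoxd10 and Hoxd11 together had at most 7 reads in either. Another time of day cannot be told apart (exact permutation p = 0.4 for a clock index, 4 against 4 libraries), since few libraries and scattered values decide nothing. Nor can a lower body temperature, with 4 of 14 heat shock genes higher (median -0.63, camera adjusted p = 0.122 in limma) beside cold-inducible genes that passed.

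Of 71 list tests 28 passed with camera, 4 of them also with fry (inflammatory cytokines in JZL184 against control and against SAP, and cold-inducible genes and enteric neurons and glia in JZL184 against control) and 0 with an estimated correlation (adjusted p of at least 0.550). The values of some lists that passed are left out, and all of these lists were lower in JZL184, both against SAP and against control. The lists are tested on log2 values of limma, and genes of a list are not independent. In SAP against control, 19 of 21 inflammatory cytokine genes were higher (median 2.28, adjusted p = 1.3e-05, first Cxcl1, Ccl2 and Il6), as were 8 of 10 neutrophil genes (2.17, 0.00192, Lcn2, Cxcr2 and S100a8). Lower were B and plasma cells (1 of 10 higher, -0.92, 0.00568, Pax5, Jchain and Cd79b), enterocytes (4 of 16, -1.07, 0.0138, Fabp6, Krt20 and Apoa4), T cells (0 of 10, -0.63, 0.0138, Cd3e, Zap70 and Cd3d) and Paneth cells (2 of 9, -0.59, 0.0455, Defa11, Itln1 and Defa9).

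In JZL184 against SAP, higher were inflammatory cytokines (20 of 20, 2.06, 1.4e-12, Cxcl1, Csf3 and Sele), immediate early genes (14 of 16, 0.77, 2.0e-04, Ier3, Dusp1 and Fosl1), the clock (15 of 17, 0.72, 0.00192, Per1, Bhlhe40 and Ciart), cold-inducible genes (4 of 4, 1.18, 0.00275, Rbm3, Cirbp and Srsf5, of which the study picked Cirbp) and erythrocytes (6 of 6, 1.54, 0.00917, Hbb-b1, Hbb-bs and Hba-a2). Lower were fibroblasts (1 of 10, -1.39, 5.9e-04, Fbln1, Col3a1 and Lum), the cell cycle (0 of 14, -0.71, 0.00108, Top2a, Mcm2 and Kif11), smooth muscle (2 of 13, -0.73, 0.00999, Lmod1, Synm and Smtn) and the endocannabinoid list (2 of 12, -0.70, 0.0145, Gpr55, Abhd12 and Daglb).

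In JZL184 against control, higher were inflammatory cytokines (21 of 21, 4.01, 1.5e-14, Cxcl1, Ccl2 and Csf3), cold-inducible genes (3 of 4, 1.42, 0.00999, Rbm3, Cirbp and Srsf5), immediate early genes (14 of 16, 0.74, 0.0109, Fosl1, Atf3 and Ier3), enteric neurons and glia (11 of 13, 0.51, 0.0159, Gfap, Snap25 and Vip) and neutrophils (8 of 9, 1.74, 0.0159, Lcn2, Il1r2 and S100a9). Lower were the cell cycle (0 of 14, -0.86, 2.0e-04, Plk1, Aurka and Ccnb1), smooth muscle (1 of 13, -1.49, 5.9e-04, Smtn, Pln and Synm), T cells (1 of 10, -0.98, 0.00436, Cd4, Cd8a and Zap70) and Paneth cells (0 of 9, -1.76, 0.0178, Defa11, Mmp7 and Defa9). Not passing in any comparison were goblet cells (adjusted p from 0.115 to 0.402), junctions (0.22 to 0.532), macrophages (0.115 to 0.613), endothelium (0.303 to 0.637), adipose tissue (0.651 to 0.913), heat shock (0.122 to 0.823) and the 3 exocrine pancreas genes with enough reads (0.613 and 0.932).

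The rise of inflammatory cytokine genes in JZL184 against SAP was not a matter of gene length (median 1.77 with length offsets, 19 of 20 higher, and 1.98 without). It did not rest on JZL184 libraries 1 and 3 alone (list means of at least 3.68 in JZL184 libraries 2 and 4, where SAP libraries had 0.53 to 2.26). More neutrophils raise the neutrophil list, in which 7 of 9 genes were higher. Its median was 0.54, with means of 1.31 to 3.46 in JZL184 and 1.14 to 2.64 in SAP (exact permutation p = 0.457). So few libraries with overlapping means cannot exclude more neutrophils. The cytokine means of 3.37 to 3.97 did not overlap those of SAP (exact permutation p = 0.0286, the smallest possible). An effect of the drug and the severity of SAP in each rat stay open and were not tested. More neutrophils and the part of the gut sampled in JZL184 libraries 2 and 4 also stay open. The paper reports lower IL-6 and TNF-α in the serum of JZL184 rats. In the ileum, Il6 on chromosome 4 changed by 4.19 in SAP against control, 1.99 in JZL184 against SAP and 6.18 in JZL184 against control (adjusted p = 0.459, 0.12 and 0.0372 with edgeR, at most 0.943, 0.234 and 0.350 and at least 4.5e-05, 0.0111 and 6.4e-15 over the alternatives), and Tnf on chromosome 20 by 0.12, 2.77 and 2.86 (0.902, 0.0865 and 0.0902, at most 0.972, 0.239 and 0.589, at least 0.259, 7.3e-05 and 6.1e-05).

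Mgll on chromosome 4, the gene of MAGL, changed by -0.62, 0.44 and -0.21 in these 3 comparisons, Cnr1 on chromosome 5 by 2.33, -1.11 and 1.18 and Cnr2 by 0.05, 0.33 and 0.37, with 0 called by edgeR, DESeq2 or limma-voom, and Cnr1 alone with an unadjusted p below 0.05, in SAP against control (adjusted p = 0.459, between 0.0423 and 0.943 over the alternatives). Of the genes with co-expressed splicing that the paper names, Kcnn4 was lower in JZL184 than in control (-1.76, adjusted p = 0.0357 with edgeR, between 1.4e-07 and 0.483 over the alternatives). It was also lower in SAP than in control (-1.32, adjusted p = 0.459, between 0.00129 and 0.943) and changed by -0.41 in JZL184 against SAP (0.432, between 0.191 and 0.689). Against control, Septin4 (-1.22, 0.0538), Commd1 (-0.92, 0.0897), Sp140 (-0.89, 0.112), Nbr1 (0.75, 0.156) and Numb (-0.20, 0.701) were not called by edgeR. DESeq2 called Septin4 (adjusted p = 0.00999, between 6.0e-05 and 0.529 over the alternatives) besides Kcnn4. Sp140 changed by -0.94 in JZL184 against SAP (adjusted p = 0.103 with edgeR, between 0.00217 and 0.260 over the alternatives), with 0.0158 in DESeq2 at less than a 2-fold change. Eif5a, of Table S1, changed by -0.55, 0.15 and -0.42. Of the 1440 DEGs of DESeq2, 553 (38.4%) had an FPKM above 1 in more than 80% of libraries, 736 above 0.5 and 397 above 2.

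As a hypothesis, JZL184 rats may have been cooler than SAP rats, since 4 of 4 cold-inducible genes were higher. Cirbp is among these genes and is also an RBP gene, so the list is not separate from the RBP result. The heat shock list did not pass (camera adjusted p = 0.122 in limma), which neither shows nor excludes the fall that cooling needs. Body temperatures of treated and untreated SAP rats at the time of sampling, with Cirbp and Rbm3 measured in rats kept warm, would test it. As another hypothesis, the ileal cytokine genes may rise while serum cytokines fall because the ileum and the pancreas differ in time course, given list means of at least 3.68 in JZL184 libraries 2 and 4. Serum and ileum of the same rats at several times would test it.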
